# LncRNA CASC9 interacts with CPSF3 to regulate TGF-β signaling in colorectal cancer

**DOI:** 10.1186/s13046-019-1263-3

**Published:** 2019-06-11

**Authors:** Kaili Luo, Jingwen Geng, Qinkai Zhang, Yesha Xu, Xunzhu Zhou, Zheng Huang, Ke-Qing Shi, Chenwei Pan, Jianmin Wu

**Keywords:** CASC9, CPSF3, TGFβ2, Colorectal cancer

## Abstract

**Background:**

Colorectal cancer (CRC) is the third most frequent cancer and the second leading cause of cancer-related death worldwide. Increasing evidence indicates that the deregulation of long noncoding RNAs (lncRNAs) contributes to tumor initiation and progression; however, little is known about the biological role of cancer susceptibility candidate 9 (CASC9) in CRC.

**Methods:**

Novel lncRNAs potentially involved in CRC tumorigenesis were identified from datasets downloaded from The Cancer LncRNome Atlas and The Atlas of Noncoding RNAs in Cancer. The CRC cell lines HCT-116, HCT-116 p53^−/−^, SW620, SW480, HT-29, LoVo, LS-174T, and RKO were used. Colony-formation, MTS, cell-cycle, apoptosis, and in-vivo tumorigenesis assays were used to determine the role of CASC9 in CRC cell growth in vitro and in vivo. Potential interaction between CASC9 and cleavage and polyadenylation specificity factor subunit 3 (CPSF3) was evaluated using RNA immunoprecipitation and RNA-protein pull-down assays. RNA-sequencing was performed to analyze gene expression following CASC9 knockdown. RT-qPCR, western blotting, and mRNA decay assays were performed to study the mechanisms involved.

**Results:**

CASC9 was frequently upregulated in CRC, which was correlated with advanced TNM stage, and higher CASC9 levels were associated with poor patient outcomes. Knockdown of CASC9 inhibited growth and promoted apoptosis in CRC cells, whereas ectopic CASC9 expression promoted cell growth in vitro and in vivo. We demonstrated that CPSF3 is a CASC9-interacting protein, and knockdown of CPSF3 mimicked the effects of CASC9 knockdown in CRC cells. Furthermore, we found that CASC9 exerts its oncogenic activity by modulating TGFβ2 mRNA stability and upregulating the levels of TGFβ2 and TERT, resulting in an increase in phosphorylated SMAD3 and activation of TGF-β signaling, and enhanced TERT complex function in CRC cells. Finally, CPSF3 was significantly upregulated in CRC tissues as compared with adjacent or non-adjacent normal colon tissues, and CASC9, CPSF3, and TGFβ2 levels in human CRC tissues were positively correlated.

**Conclusions:**

CASC9 is a promising prognostic predictor for patients with CRC and the CASC9-CPSF3-TGFβ2 axis is a potential therapeutic target for CRC treatment.

**Electronic supplementary material:**

The online version of this article (10.1186/s13046-019-1263-3) contains supplementary material, which is available to authorized users.

## Background

Colorectal cancer (CRC) is the third most frequent cancer and the second leading cause of cancer-related death worldwide [1–3]. As in many other solid tumors, sequential genetic and epigenetic changes in specific oncogenes and/or tumor suppressor genes can induce CRC onset, progression, and metastasis [4]. Very early diagnosis and personalized care, as well as a better knowledge of the molecular basis of disease onset and progression are crucial to developing a cure for CRC. Thus, a better understanding of the mechanisms that drive the disease and the identification of novel therapeutic targets are priorities for improving CRC treatment.

The characterization of specific changes in the cancer transcriptome may facilitate the development of new therapeutic strategies in CRC. A genome-wide transcriptional profiling analysis revealed that more than 68% (58,648) of genes are classified as long non-coding RNAs (lncRNAs), 79% of which were previously unannotated [5]. Genome-wide association studies of tumor samples have identified numerous lncRNAs associated with various types of cancer, including CRC [6]. The majority of lncRNAs are expressed in a highly tissue- and cell type-specific manner [7, 8] and therefore, are potentially efficacious targets for systemic cancer treatment [9].

LncRNAs are commonly categorized based on their location and function [10, 11]. Alterations in lncRNAs expression and their mutations promote tumorigenesis and metastasis [12–14]. In CRC, several lncRNAs have been implicated in chromatin remodeling and transcriptional and posttranscriptional gene expression regulation [6]. The human chromosome region 8q24 reportedly encodes at least four lncRNAs expressed in CRC samples. For example, colon cancer-associated transcript-1 (CCAT1) is upregulated by MYC in CRC and is associated with regional and distant liver metastasis [15]. CCAT1-L is located in the 8q24.21 region, upstream of MYC, and acts as an enhancer in CRC cells. It assists in maintaining chromatin looping by modulating the binding of CTCF to the MYC locus [16]. CCAT2 is another lncRNA located within 8q24; it encompasses the single nucleotide polymorphism rs6983267, which is involved in chromosomal instability, resulting in increased proliferation and metastasis in microsatellite stable tumors [17, 18]. PCAT-1, also located in 8q24, is overexpressed in CRC and is associated with distant metastasis and overall survival [19]. Recent data from The Cancer LncRNome Atlas (TCLA) indicate that more than 800 lncRNAs are dysregulated in CRC (http://tcla.fcgportal.org/) [20]. However, few of them have been studied in CRC. Thus, there remain gaps in our knowledge about the functions of lncRNAs in CRC.

In the present study, we aimed to identify and characterize lncRNAs that are functionally important in CRC. We conducted a combined analysis of lncRNA expression data in CRC and normal tissues as well as clinical survival data downloaded from TCLA and The Atlas of Noncoding RNAs in Cancer (TANRIC) [5], respectively. In-vitro and in-vivo analyses were carried out to identify the roles and mechanisms of candidate lncRNAs in CRC.

## Methods

### Cell culture and clinical specimens

Human CRC cell lines HCT-116, HCT-116 p53^−/−^, SW620, SW480, HT-29, LoVo, LS-174T, and RKO, and HEK293T cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). HCT-116, HCT-116 p53^−/−^, SW620, SW480, and HT-29 cells were maintained in McCoy’s 5A medium (Gibco, Grand Island, NY, USA). HEK293T, LS-174T, and RKO cells were cultured in Dulbecco’s modified Eagle’s medium (Biological Industries, Beit HaEmek, Israel). LoVo cells were cultured in RPMI 1640 medium (Biological Industries). Media were supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin–streptomycin mixture and the cells were cultured at 37 °C in a 5% CO_2_ incubator. All cell lines were free of mycoplasma and were authenticated by genetic profiling using polymorphic short tandem repeat loci. Forty paired fresh primary colorectal tumors and matched adjacent normal tissues were obtained with patient informed consent and approval from the Institutional Ethics Committee of the Second Affiliated Hospital of Wenzhou Medical University.

### Small interfering RNAs (siRNAs), GapmeRs, and transfection

SiRNAs were synthesized by GenePharma (Shanghai, China). 

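A GapmeR is a short antisense oligonucleotide with a DNA center and locked nucleic acid (LNA) at both ends. Its DNA center pairs with the target RNA and recruits RNase H, which cuts the RNA in the hybrid. The CASC9 GapmeR of Table S1 has 16 bases (GGCTGACCAATCACTT) and pairs with AAGTGATTGGTCAGCC in the RNA. The gene CASC9 (ENSG00000249395) is annotated as a lincRNA on the minus strand of chromosome 8 of GRCh38, from 75223404 to 75324741, with 4 transcripts. The target lies at 75224309 to 75224324, inside an exon and outside any coding sequence. It falls in exon 3 of 3 in the longest transcript (1164 bases) and in exon 2 of 2 in the other three, which have 833, 731 and 557 bases. Along these spliced RNAs it starts at base 244, 212, 176 and 131, in the same order. The 20 bases upstream of it in the RNA are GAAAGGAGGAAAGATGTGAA and the 20 bases downstream are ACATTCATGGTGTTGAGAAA. Among 206534 annotated spliced transcripts, no other gene held the full target. With 1 mismatch allowed, the search added 1 gene, INSYN1 (ENSG00000205363), which the deposited table lists under its older symbol C15orf59. The site lies in 1 INSYN1 transcript, in exon 3 of 3, on the minus strand of chromosome 15 from 73738452 to 73738467, and starts at base 3537 of 6573. It reads AAGTGATTCGTCAGCC, a G9C difference counted from the 5′ end of the target, between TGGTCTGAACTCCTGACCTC and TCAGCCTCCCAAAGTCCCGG. The target of the control GapmeR (GCTCCCTTCAATCCAA), TTGGATTGAAGGGAGC, had 0 matches at 0 or 1 mismatch in the same transcripts. Introns were not searched.

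**Figure D1:**
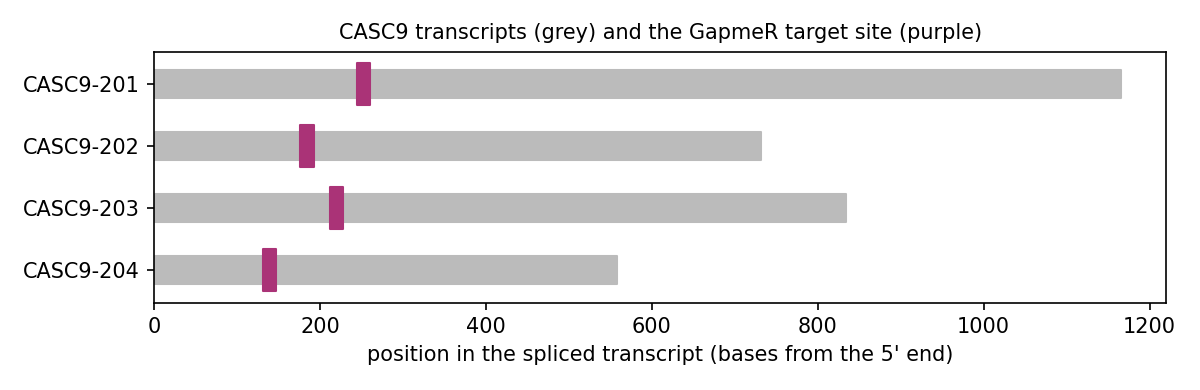
Position of the CASC9 GapmeR target in the 4 annotated spliced transcripts of CASC9. Each grey bar is 1 transcript, the horizontal axis is the position in bases from its 5′ end, and the purple mark is the 16-base target, which is present in every transcript.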

Antisense LNA™ GapmeRs targeting all four transcript variants of CASC9 and a negative control were obtained from Qiagen (Valencia, CA, USA). SiRNAs and GapmeRs were transfected at a final concentration of 20 nM and 10 nM, respectively, using Lipofectamine 2000 (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. Cells were harvested 48 h after transfection for subsequent analysis. The siRNA and GapmeR sequences are listed in Additional file 1: Table S1.

### Plasmids

To construct CASC9 overexpression plasmids (LV-CASC9–202 and LV-CASC9–204), PCR products were inserted into the *Xho*I/*Xba*I sites of the pLVX-IRES-puro vector (Addgene, Watertown, MA, USA) using an In-Fusion HD Cloning Plus kit (TaKaRa, Dalian, China) per the manufacturer’s instructions. To construct CASC9 knockdown plasmids (shCASC9–1 and shCASC9–2), annealed oligos containing the target sequences were inserted into the *Age*I/*EcoR*I sites of the pLKO.1-TRC cloning vector (Addgene). The vectors psPAX2 and pMD2.G were obtained from Addgene. The pcDNA3.1-CAC9–202 and pcDNA3.1-CAC9–204 vector was synthesized by TSINGKE (Hangzhou, China). The oligos used for cloning were obtained from TSINGKE and are presented in Additional file 1: Table S1.

### Generation of stable cell lines

To generate stable CASC9-knockdown or CASC9-overexpressing cell lines, lentiviral particles were produced in HEK293T cells cotransfected with shCASC9–1, shCASC9–2, LV-CASC9–202, LV-CASC9–204, or the corresponding empty vectors, and psPAX2 and pMD2.G plasmids. Then, HCT-116, SW620, and SW480 cells were infected with lentiviral particles in the presence of 8 μg/ml polybrene (Genechem, Shanghai, China) and selected using 0.5 μg/ml puromycin. After 1 week, puromycin-resistant cell pools were collected and verified by reverse-transcription quantitative PCR (RT-qPCR).

### Cytoplasmic and nuclear RNA isolation

Cytoplasmic and nuclear RNA was extracted using the Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, Shanghai, China) and TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. CASC9 expression was measured by RT-qPCR.

### RT-qPCR

Total RNA was extracted using TRIzol reagent and was treated with RQ1 RNase-Free DNase (Promega, Madison, WI, USA) for 30 min. cDNA was synthesized using the M-MLV reverse transcription kit (Promega) according to the manufacturer’s instructions. qPCR was conducted using ChamQ Universal SYBR qPCR Master Mix (Vazyme Biotech, Nanjing, China) on a QuantStudio 3 instrument (Thermo Fisher Scientific). The mRNA level of the β-actin housekeeping gene served as a control. qPCR primer sequences are listed in Additional file 1: Table S1.

### In-vitro cell proliferation and viability assays

For colony-formation assays, treated cells were seeded into a 6-well plate at 500 cells/well and cultured for 10–14 days. Colonies were fixed with pre-cooled methanol and stained with 0.1% crystal violet, and colonies consisting of more than 50 cells were counted. Cell viability was evaluated by (3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) assays as described previously [21], using the CellTiter 96 AQueous One Solution Cell Proliferation Assay Kit (Promega) according to the manufacturer’s instructions.

### Cell-cycle and apoptosis analyses

Treated cells were harvested at 80% confluence and washed twice with ice-cold phosphate-buffered saline (PBS). For cell-cycle analysis, treated cells were harvested and fixed with pre-cooled 70% ethanol at 4 °C overnight, then washed with ice-cold PBS twice and filtered through a 0.05-mm cell strainer. After incubation with PBS containing 50 μg/mL propidium iodide (PI), 100 μg/mL RNase A, and 0.2% Triton X-100 at 4 °C for 30 min, cells were analyzed for DNA content by flow cytometry on a C6 Plus instrument (BD Biosciences, Franklin Lakes, NJ, USA). For apoptosis analysis, treated cells were harvested with trypsin without EDTA, stained with an FITC/Annexin V Apoptosis Detection Kit (BD Biosciences) at room temperature for 15 min following the manufacturer’s instructions, and subjected to flow cytometry.

### In-vivo tumorigenesis assays

For xenograft studies, 6-week-old male BALB/c nude mice were purchased from Shanghai Laboratory Animal Center (Shanghai, China) and housed under pathogen-free conditions. Logarithmically growing cells were harvested and resuspended in PBS. In total, 1 × 10^7^ (for CASC9-overexpressing SW480 cells, or CASC9-knockdown SW620 cells), 1 × 10^6^ (for CASC9-overexpressing HCT-116 cells), or 2 × 10^6^ (for CASC9-knockdown HCT-116) cells were subcutaneously injected into the rear flanks of the mice. Tumors were measured using a Vernier caliper, and tumor volume was calculated using the following equation: V = L × W^2^ × 0.5236 (L = long axis, W = short axis). After 18–24 days, the mice were sacrificed, and the tumors were harvested and weighed. All animal studies were reviewed and approved by the Institutional Ethics Committee of Wenzhou Medical University.

### Immunohistochemistry

Paraffin sections (5 μm) from tumor tissue samples were deparaffinized in 100% xylene and rehydrated with a decreasing ethanol series and then water. Antigen retrieval was conducted in 0.01 mol/L sodium citrate buffer (pH 6.0) at 100 °C for 10 min. Immunohistochemistry assay was performed as described previously [22] using super-sensitive horseradish peroxidase immunohistochemistry kit (Sangon Biotech, Shanghai, China) per the manufacturer’s instructions, and the anti-Ki67 antibody (sc-23900, Santa Cruz) was used.

### RNA-sequencing

Total RNA was extracted using TRIzol, and RNA quantity and purity were analyzed using a Bioanalyzer 2100 and RNA 1000 Nano LabChip Kit (Agilent Technologies, Santa Clara, CA, USA), with a threshold RNA integrity number of > 7.0. Poly(A) RNA was purified from total RNA (5 μg) using poly-T oligo-attached magnetic beads and two rounds of purification. Following purification, mRNA was fragmented using divalent cations at an elevated temperature. Then, the cleaved RNA fragments were reverse-transcribed into cDNA library in accordance with the protocol for the mRNA-Seq sample preparation kit (Illumina, San Diego, CA, USA). The average insert size for the paired-end libraries was 300 bp (± 50 bp). Paired-end sequencing was conducted on an Illumina HiSeq X10 platform by LC-BIO Technologies CO., LTD. (Hangzhou, China) following the vendor’s recommended protocol. After removing low-quality reads, the clean paired-end reads were submitted to the Gene Expression Omnibus under accession number GSE125648. The HISAT [23] package was used for mapping reads to the UCSC (http://genome.ucsc.edu/) *Homo sapiens* reference genome. StringTie [24] was used to analyze gene expression levels by calculating fragments per kilobase of exon model per million mapped reads. Differentially expressed genes were selected based on a fold change ≥2 or ≤ 0.5 and *P* < 0.05 using the EdgeR package (Bioconductor, http://bioconductor.org/). Gene Ontology (GO) and signaling pathway (based on Biocarta) analyses were conducted in EnrichR [25, 26]. Gene set enrichment analysis (GSEA) was carried out using software from the Broad Institute [27, 28].

### RNA immunoprecipitation (RIP) assay

Cells were washed twice with PBS and harvested by scratching in cold PBS. Then, the cells were resuspended in cell lysis buffer (CLB: 25 mM Tris-HCl at pH 7.4, 150 mM KCl, 1 mM EDTA, 0.5% NP-40, 0.5 mM dithiothreitol, 12 mM β-glycerophosphate, 10 mM NaF, and 2 mM sodium orthovanadate) containing 100 U/mL RNasin ribonuclease inhibitor and protease inhibitor cocktail (Thermo Fisher Scientific). Cell lysates were incubated on ice for 30 min and mixed every 10 min, then centrifuged at 14,000×*g* at 4 °C for 5 min. The supernatants were collected and pre-cleared with Protein A agarose beads (Millipore, Bedford, MA) at 4 °C for 90 min. In parallel, 80 μL Protein A agarose beads were incubated with 4 μg antibody or isotype control at 4 °C for 90 min on a turning wheel. Antibody/bead complex was collected by centrifugation at 1000×*g* at 4 °C for 5 min, and the pre-cleared supernatants were added and incubated overnight at 4 °C on a turning wheel. Next, the antibody/bead complexes were washed three times with washing buffer (50 mM Tris-HCl at pH 7.4, 150 mM KCl, 1 mM EDTA, 0.5% NP-40, 12 mM β-glycerophosphate, 10 mM NaF, 2 mM sodium orthovanadate, 25 U/ml RNasin ribonuclease inhibitor, and protease inhibitor cocktail) and once with PBS at 4 °C on a turning wheel for 5 min each time. Then, the samples were resuspended in 100 μL of CLB and divided into 20 μL for protein analysis and 80 μL for RNA extraction. Glycogen (10 μg) was added to the aqueous phase as a carrier before adding isopropanol to precipitate the RNA.

### RNA pull-down assay

CASC9–202, CASC9–204, antisense-CASC9–202, and antisense-CASC9–204 sequences were amplified by PCR using paired primers containing the T7 promoter sequence at their 5′ end. PCR primer sequences are listed in Additional file 1: Table S1. The PCR products were purified and transcribed using the TranscriptAid T7 High Yield Transcription Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The in vitro-transcribed RNA was treated with DNase I, purified, and labeled using the Pierce™ RNA 3′ End Desthiobiotinylation Kit (Thermo Fisher Scientific). HCT-116 cells were harvested and lysed in CLB containing protease inhibitor and RNase inhibitor. RNA pull-down was conducted by binding of the desthiobiotinylated RNA to streptavidin-linked magnetic beads using the Pierce™ Magnetic RNA-Protein Pull-Down Kit (Thermo Fisher Scientific). The RNA-bound protein complex was eluted and analyzed by western blotting.

### Western blotting

Cells were lysed in RIPA buffer, and total protein was quantified using the BCA Protein Assay Kit (Beyotime). Total denatured protein (30 μg) was subjected to sodium dodecyl sulfate-polyacrylamide gels and transferred to polyvinylidene fluoride membranes (Millipore). The blots were incubated with primary antibody at 4 °C overnight, then with horseradish peroxidase-linked secondary antibody at room temperature for 1 h. Immunocomplexes were detected with SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific). The primary antibodies anti-polyadenylation specificity factor subunit 3 (CPSF3) (11609–1-AP), anti-EIF4A3 (17504–1-AP), and anti-TGF-β2 (19999–1-AP) were obtained from ProteinTech (Chicago, IL, USA). Anti-SMAD2/3 (#8685), anti-phospho-SMAD3 (#9520), and anti-GAPDH (#2118) were obtained from Cell Signaling Technology (Danvers, MA, USA).

### mRNA decay assay

HCT-116 cells were transfected with siRNA, GapmeR, or the corresponding control. After 48 h, the cells were treated with 5 μg/mL actinomycin D for the indicated time points. Total RNA was extracted, treated with DNase, reverse-transcribed, and quantified by RT-qPCR. After normalizing mRNA levels to that of β-actin, decay rates were calculated by setting the RNA level at 0 h as 100% for both the treated and negative control groups. Exponential fitting curves were determined by the logarithmic least squares method.

### Statistical analysis

Data are presented as the mean ± s.d. and were analyzed in GraphPad Prism 7.0 (GraphPad Software, La Jolla, CA, USA). Unless otherwise noted, each experiment was carried out at least in triplicate. Statistical significance was analyzed by two-tailed Student’s *t*-test, Mann-Whitney *U*-test, or Wilcoxon signed-rank test. Differences between groups were determined using two-way ANOVA. The significance of the clinicopathologic parameters of CRC patients was determined by the chi-squared test. Differences with *P <* 0.05 were considered statistically significant.

## Results

### LncRNA CASC9 is frequently upregulated in CRC

To identify novel lncRNAs involved in CRC tumorigenesis, we downloaded lncRNA expression data for colon adenocarcinoma (COAD) (860 dysregulated lncRNAs, including 498 upregulated and 362 downregulated lncRNAsin COAD; fold change ≥2 or ≤ 0.5, *P* < 0.05) and clinical survival data (104 lncRNAs with significant prognostic value, log-rank *P* < 0.05) from TCLA (http://tcla.fcgportal.org/) and TANRIC [29], respectively. By combined analysis, we identified three upregulated and five downregulated lncRNAs that showed significant prognostic value (Fig. 1a, Additional file 2: Figure S1a). Among them, only CASC9 was upregulated in CRC and was associated with poor patient outcomes (Additional file 2: Figure S1b, c). In normal tissues, CASC9 levels were the highest in the colon and bladder (Additional file 3: Figure S2). Therefore, this lncRNA was selected for further in-depth study.

**Fig. 1:**
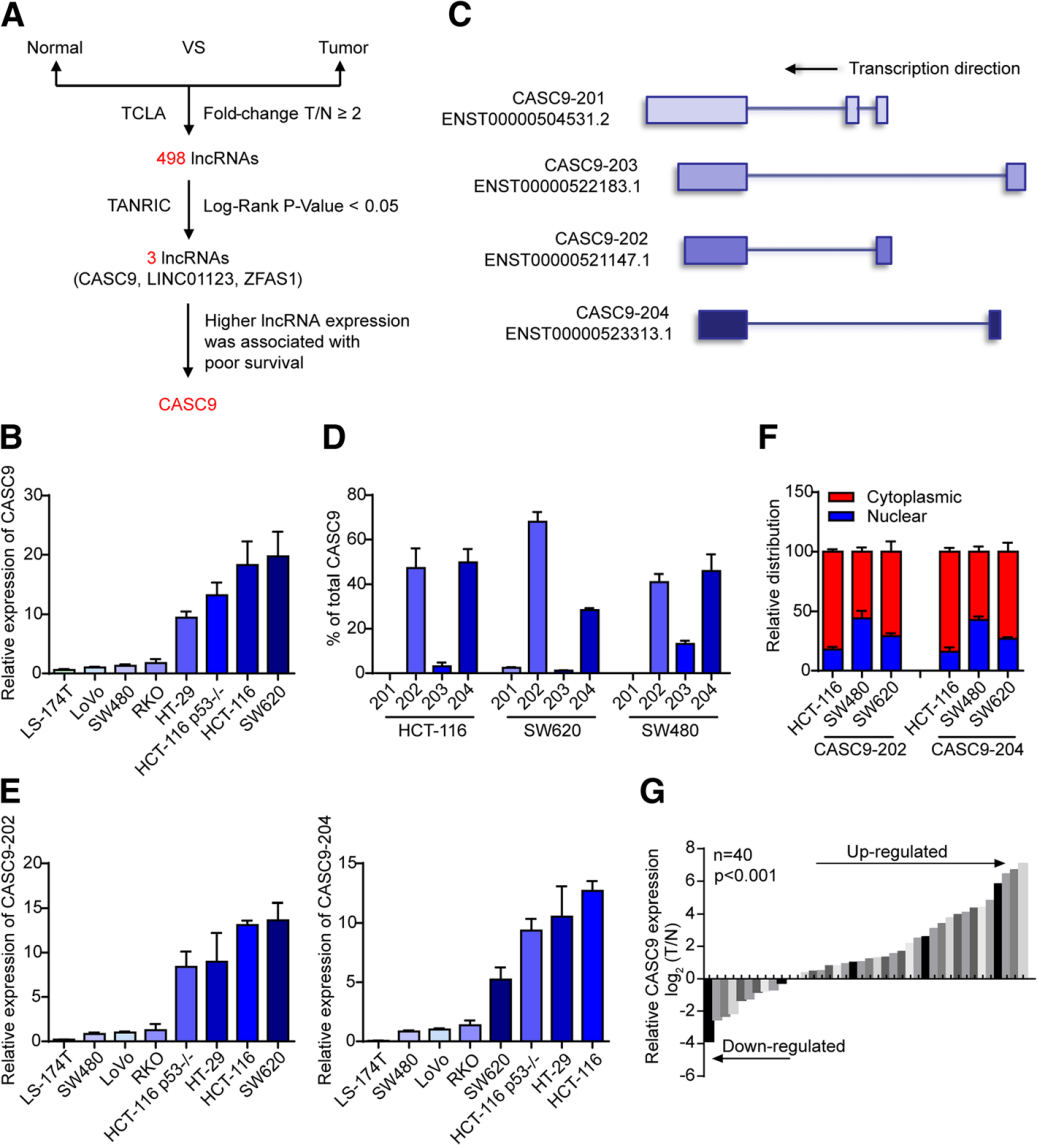
Identification of CASC9 as an lncRNA upregulated in CRC. **a** Schematic representation of the process used to identify upregulated lncRNAs with significant prognostic values in COAD. **b** Expression of CASC9 in CRC cell lines was quantified by RT-qPCR. β-Actin mRNA was used as an internal control. **c** Exon maps for four transcript variants of CASC9 with Ensembl IDs. **d** RNA expression analysis of the four transcript variants of CASC9 in HCT-116, SW620, and SW480 cells by RT-qPCR. **e** RNA expression analysis of the two most abundant CASC9 transcript variants, CASC9–202 (left) and CASC9–204 (right), in CRC cell lines. **f** Subcellular localization of CASC9–202/204 was analyzed by RT-qPCR upon biochemical fractionation of HCT-116, SW480, and SW620 cells. GAPDH mRNA was used as a control for cytoplasmic transcripts, NEAT1 was used as a control for nuclear transcripts. **g** RT-qPCR analysis of relative CASC9 expression in 40 primary CRC tissues and paired normal tissues. The expression of CASC9 was normalized to that of β-actin. The data are presented as the mean ± s.d.

An initial RT-qPCR survey of eight CRC cell lines revealed that CASC9 expression was substantially higher in SW620, HCT-116, HCT-116 p53^−/−^, and HT-29 cells than in the other cell lines (Fig. 1b). According to Ensembl [30], the CASC9 gene has four transcript variants (Fig. 1c); thus, the relative expression levels of these transcripts were assessed with specific primer pairs. As shown in Fig. 1d, CASC9–202 and CASC9–204 were the most abundant transcript variants in the three cell lines tested (HCT-116, SW620, and SW480). Similar to the expression of total CASC9, high levels of CASC9–202 and CASC9–204 were detected in SW620, HCT-116, HCT-116 p53^−/−^, and HT-29 cells (Fig. 1e). Subcellular localization analysis by biochemical fractionation showed that the two most abundant variants, CASC9–202 and CASC9–204, were present in both the nucleus and cytoplasm, though relative levels varied among cell lines (Fig. 1f), suggesting that they play multiple roles in different cell compartments. Moreover, in 28 out of 40 (70%) primary CRC tumors, CASC9 was significantly upregulated in tumor samples as compared to matched adjacent normal tissues (Fig. 1g). Further statistical analysis revealed a significant association between increased CASC9 expression and advanced TNM stage (Table 1).

**Table 1:** Relationship between CASC9 expression and clinicopathologic parameters of CRC patients

Variables	Patient number (*n* = 40)	CASC9 levels		*P* value	Chi-square
		Low (*n* = 12)	High (*n* = 28)		
Age(years)					
≥ 65	21	4	17	0.112	2.525
< 65	19	8	11		
Gender					
Female	17	5	12	0.944	0.005
Male	23	7	16		
Tumor location					
Colon	30	10	20	0.426	0.635
Rectum	10	2	8		
Tumor size					
≥ 5 cm	7	1	6	0.318	0.998
< 5 cm	33	11	22		
TNM stage					
I	9	6	3	0.020	7.845
II	9	1	8		
III	22	5	17		
Lymph node metastasis					
Presence	17	4	13	0.443	0.590
Absence	23	8	15		
Differentiation grade					
Well	5	2	3	0.159	3.673
Moderate	28	10	18		
Poor	7	0	7		

### Knockdown of CASC9 inhibits growth and promotes apoptosis in CRC cells in vitro and in vivo

To explore the biological role of CASC9 in CRC further, siRNAs targeting CASC9 were utilized to suppress its expression in SW620 cells (Additional file 4: Figure S3a). As expected, knockdown of CASC9 resulted in a significant decrease in cell proliferation and viability as compared with that in control cells as indicated by colony formation and MTS assays (Additional file 4: Figure S3b, c). Furthermore, cell-cycle analysis revealed that knockdown of CASC9 led to cell-cycle arrest in G2/M phase and reduced the cell population in S phase (Additional file 4: Figure S3d).

Given that CASC9 was ubiquitously expressed in both the nucleus and cytoplasm of CRC cells and that cytoplasmic lncRNAs are more effectively suppressed by siRNAs, we also silenced CASC9 using Antisense LNA GapmeRs, which have been shown to be highly effective for knockdown of mRNA and lncRNA in an RNase H-dependent manner [31]. As expected, transfection with Antisense LNA GapmeR targeting CASC9 (GapC9) more effectively reduced the levels of CASC9 in HCT116 and SW620 cells (Additional file 5: Figure S4a). More importantly, compared with the cytoplasm-specific reduction in CASC9 by siRNAs, GapC9 transfection suppressed CASC9 expression in both the nucleus and the cytoplasm (Additional file 5: Figure S4b). Subsequently, CRC cell proliferation was assessed in vitro. Silencing of CASC9 by GapmeR blocked CRC cell proliferation as assessed by colony formation assay and decreased cell viability according to MTS assay in both SW620 and HCT-116 cells (Fig. 2a, b). Furthermore, knockdown of CASC9 led to cell-cycle arrest in the G2/M phase (Fig. 2c, Additional file 5: Figure S4c) and promoted apoptosis of SW620 and HCT-116 cells (Fig. 2d).

**Fig. 2:**
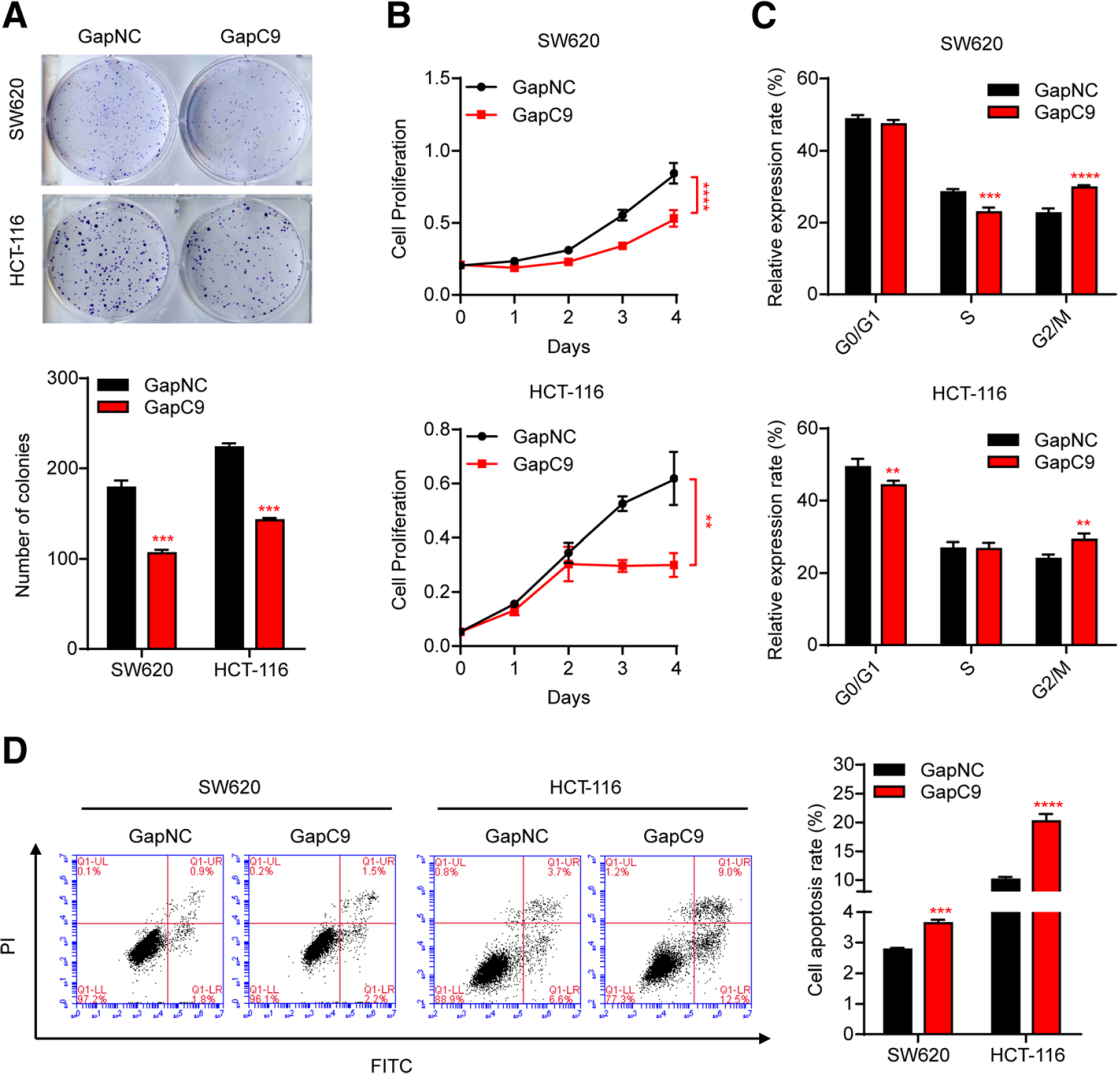
Silencing of CASC9 by GapmeR inhibits CRC cell growth and promotes cell apoptosis in vitro*.* HCT-116 and SW620 cells were transfected with Antisense LNA GapmeR targeting CASC9 (GapC9) or control GapmeR (GapNC). **a, b** Cell proliferation was determined by colony-formation assay **(a)** and, at the indicated time points, by MTS assay **(b)**. **c** Cell cycle was analyzed by flow cytometry. The percentages of cells in G0/G1, S, and G2/M phases are shown. **d** Cell apoptosis was increased in CASC9-knockdown cells as determined by flow cytometry of cells with Annexin V-FITC/PI double staining. The data are presented as the mean ± s.d. **P < 0.01, ***P < 0.001, ****P < 0.0001 by Student’s *t*-test **(a, c, d)** or two-way ANOVA **(b)**

Next, stable SW620 and HCT-116 CASC9-knockdown cell lines were generated by infecting the cells with two CASC9 shRNA lentiviral vectors. The shRNA targeting efficiency was confirmed by RT-qPCR (Additional file 6: Figure S5a). Accordingly, cell proliferation and viability were decreased in CASC9 shRNA-transduced CRC cells as compared to control cells (Fig. 3a, b, c). To determine whether knockdown of CASC9 affects tumor formation in vivo, we performed an in-vivo tumorigenesis study by subcutaneously injecting shCASC9-HCT-116 or -SW620 cells into nude mice. As expected, the average tumor volumes and weights were significantly lower in mice injected with shCASC9 CRC cells than in those injected with control cells (Fig. 3d, e). Ki-67 staining revealed that tumors from shCASC9 cells had fewer proliferative cells than those in the control group (Fig. 3f). Collectively, these results indicated that silencing of CASC9 significantly inhibits CRC tumorigenesis in vitro and in vivo.

**Fig. 3:**
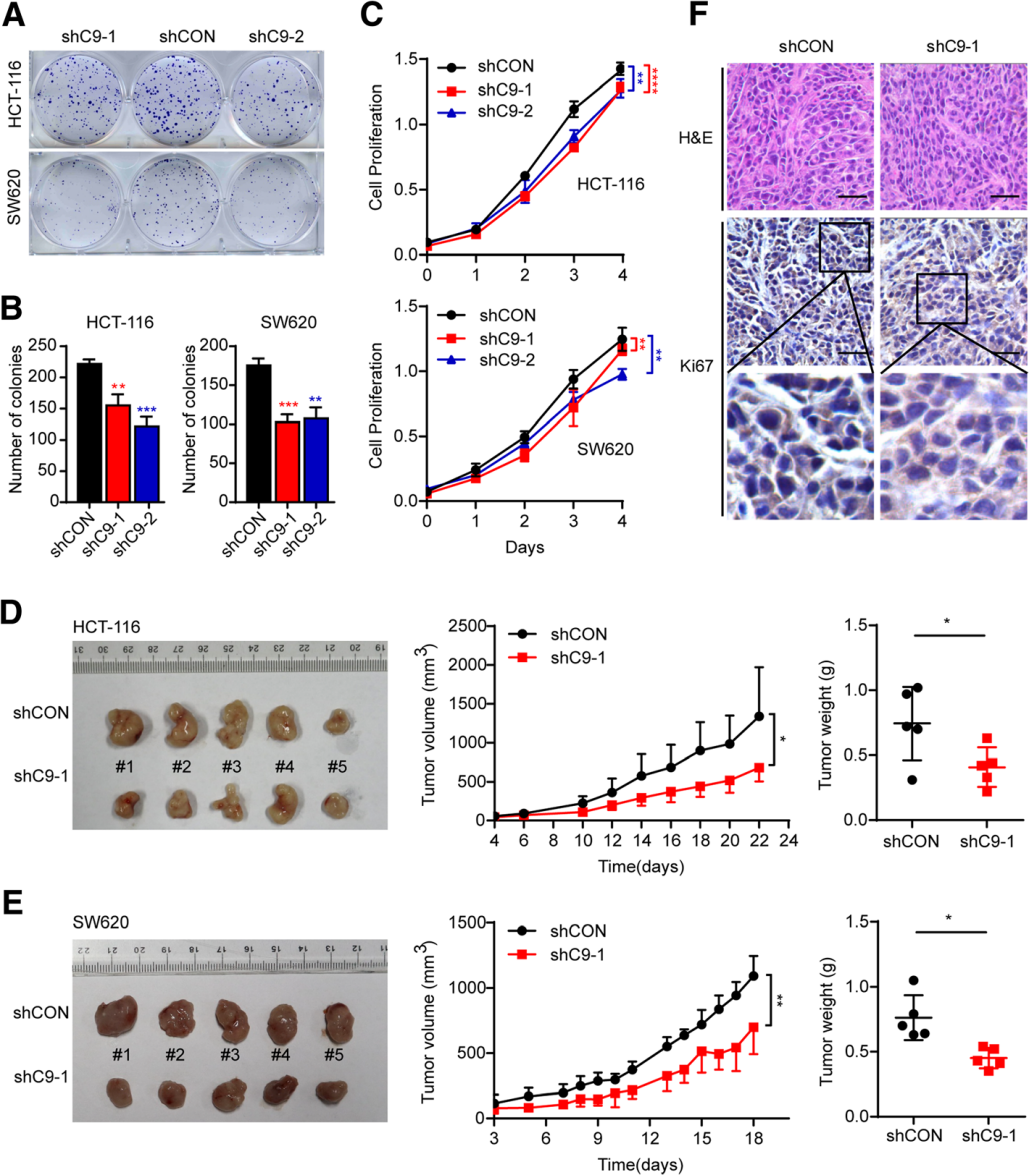
Stable knockdown of CASC9 suppresses CRC cell growth in vivo*.* **a**, **b** Cell growth was determined by colony-formation assay in HCT-116 and SW620 cells transduced with shCASC9 lentivirus (shC9–1 or shC9–2) or control lentivirus (shCON). **a** Representative graphs for colony-formation assay. **b** Quantification of colony numbers. **c** Cell proliferation of shCASC9-transduced HCT-116 and SW620 cells was determined at the indicated time points by MTS assay. **d, e** Subcutaneous xenografts of HCT-116 or SW620 cells infected with shC9–1 lentivirus or shCON lentivirus (*n* = 5). (**d** for HCT-116**, e** for SW620) Images of tumors from nude mice at autopsy are presented (left), the tumor volumes were measured at the indicated time points (middle), and the average weight of the xenografted tumors was measured (right). **f** Immunohistochemical staining of Ki67 in xenografted tumors of mice injected with shCASC9-HCT-116 or control cells. Scale bar, 50 μm. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by Student’s *t*-test **(b, d, e)** or two-way ANOVA **(c, d, e)**

### Ectopic CASC9 expression promotes cell growth in vitro and in vivo

To verify the effects of CASC9 in CRC cells, HCT-116 and SW480 cells were transduced with CASC9–202-overexpressing lentivirus (LV-C9–202) or control lentivirus (LEV). CASC9 expression was increased by 100- and 1000-fold in LV-C9–202-HCT-116 and LV-C9–202-SW480 cells, respectively (Additional file 6: Figure S5b). As expected, cell proliferation was increased in LV-C9–202 CRC cells as compared to control cells as indicated by colony-formation assays (Fig. 4a). In line herewith, cell viability was promoted by ectopic CASC9–202 expression (Fig. 4b). To determine the effects of CASC9–202 on tumor formation in vivo, LV-C9–202-HCT-116 and LV-C9–202-SW480 cells were subcutaneously injected into nude mice and the mice were sacrificed after 22 and 24 days, respectively. As expected, average tumor volumes and weights were significantly higher in the LV-C9–202 CRC-injected groups than in control animals (Fig. 4c, d). Ki-67 staining revealed that tumors from LV-CASC9–202 cells had more proliferative cells than those in the control group (Fig. 4e). In addition, similar to the effects of CASC9–202, ectopic CASC9–204 expression promoted SW480 cell proliferation in vitro and in vivo (Additional file 7: Figure S6a, b, c, d).

**Fig. 4:**
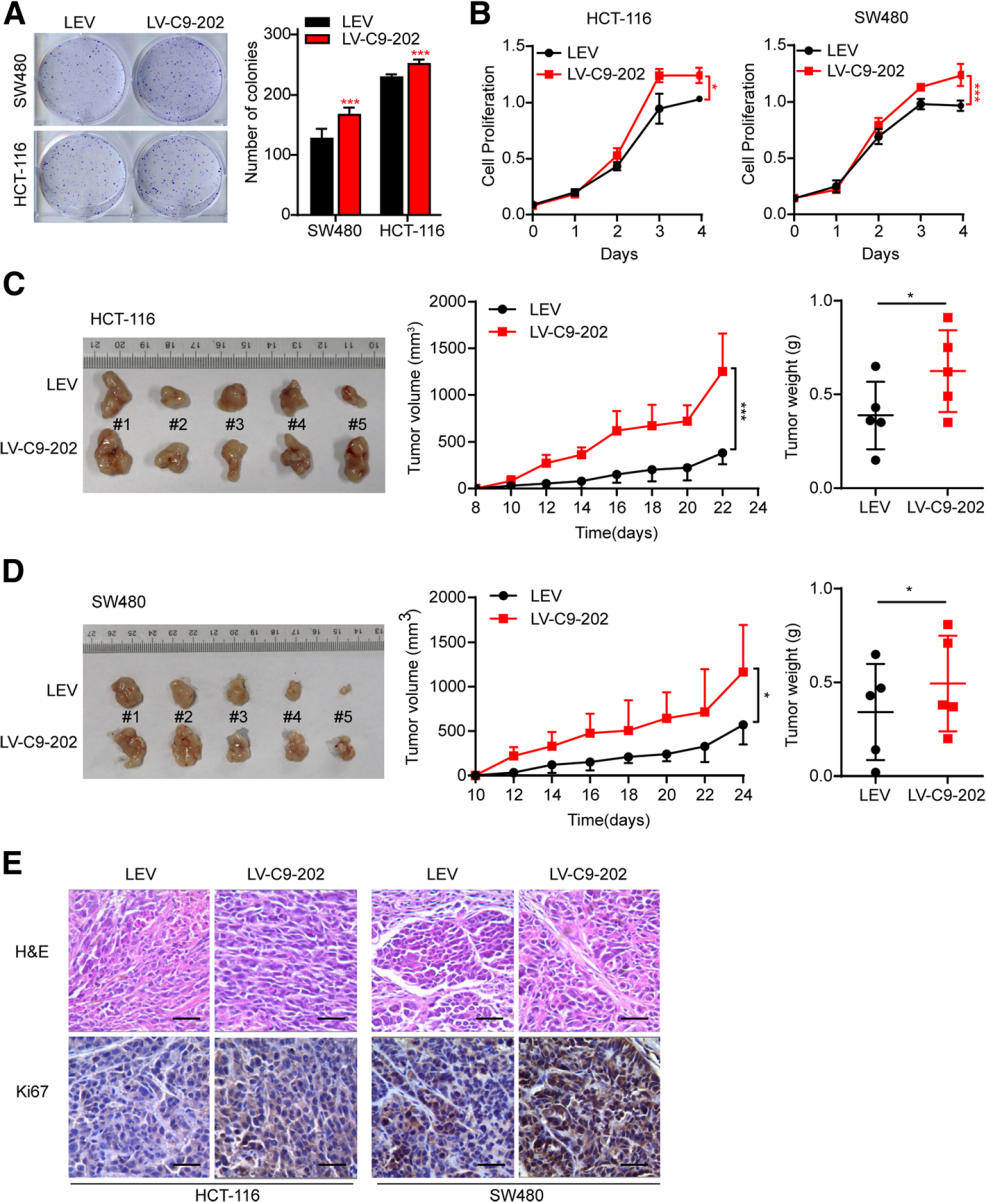
Ectopic CASC9–202 expression promotes CRC cell growth in vitro and in vivo*.* HCT-116 and SW480 cells were transduced with CASC9–202-overexpressing lentivirus (LV-C9–202) or control lentivirus (LEV). **a, b** Cell proliferation was determined by colony-formation assay **(a)** and, at the indicated time points, by MTS assay **(b). c, d** Subcutaneous xenografts of HCT-116 or SW480 cells transduced with LV-C9–202 or LEV (*n* = 5). **(c** for HCT-116**, d** for SW480**)** Images of tumors from nude mice at autopsy are presented (left), the tumor volumes were measured at the indicated time points (middle), and the average weight of the xenografted tumors was measured (right). **e** Immunohistochemical staining of Ki67 in xenografted tumors of mice injected with LV-C9–202 or LEV CRC cells. Scale bar, 50 μm. The data are presented as the mean ± s.d. *P < 0.05, ***P < 0.001 by Student’s *t*-test **(a, c, d)** or two-way ANOVA **(b, c, d)**

### CASC9 modulates multiple signaling pathways involved in CRC cell growth

To obtain a better understanding of the role of CASC9 in promoting CRC cell growth, the effects of CASC9 knockdown with GapmeRs on gene expression were analyzed by RNA-sequencing. 

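HCT-116 is an established human colorectal carcinoma cell line. Cells received 10 nM of the GapmeR against CASC9 (GapC9) or of the negative control GapmeR (GapNC), and 3 libraries were sequenced for each group. The results give 24 h between transfection and RNA extraction, whereas the methods give 48 h. The sequencing platform and the amount of input RNA also differ between the methods and the sample records. The libraries were made from poly(A) RNA and sequenced in pairs of reads. The authors aligned the reads with HISAT, estimated expression with StringTie and deposited FPKM, which are fragments per kilobase of exon model scaled to the mapped reads of the library, without read counts. The table holds 27918 genes and loci, of which 13804 carry an Ensembl identifier and 14114 a locus identifier written by StringTie (MSTRG). The names of several genes are joined in 1063 of them. Summed FPKM was 166816, 158376 and 152661 in GapNC replicates 1, 2 and 3, and 159505, 153759 and 154558 in GapC9 replicates 1, 2 and 3. Depth was read from the steps between low FPKM values. Relative to GapNC replicate 1 it was 103% and 107% in GapNC replicates 2 and 3, and 101%, 106% and 104% in GapC9 replicates 1, 2 and 3. If the commonest step is 1 fragment, the GapNC libraries held 22.8, 23.4 and 24.4 M fragments and the GapC9 libraries 23.0, 24.2 and 23.7 M (M, mega). A single fragment on a 1 kb transcript then equals 0.0410 to 0.0440 FPKM, so that values near 0.1 FPKM rest on very few fragments. An exact 0 was listed for 6611, 6548 and 6345 genes in the GapNC libraries and for 6777, 6595 and 6538 in the GapC9 libraries. Some genes that are abundant in other libraries are among these, and such genes are described here only as listed at 0. The 16028 genes with a mean of at least 0.1 FPKM over the 6 libraries were tested with limma on log2(FPKM + 0.1), without further scaling. Fold changes on this scale understate the change of low genes.
The libraries also differed in how expression related to GC content. Genes with a mean of at least 1 FPKM numbered 10229, and those with a known GC content were used here. Spearman's correlation across genes between GC content and the deviation from the gene's mean was 0.618 in GapNC replicate 1. It was 0.0132 in replicate 2 and −0.101 in replicate 3. In the GapC9 libraries it was 0.0216, −0.339 and −0.384. The log2 fold change between the groups correlated with GC content at −0.336, and at −0.149 without GapNC replicate 1. Without any 1 of the other libraries, this correlation was between −0.417 and −0.281. Genes are not independent replicates, and no p-value is given for these correlations.

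**Figure D2:**
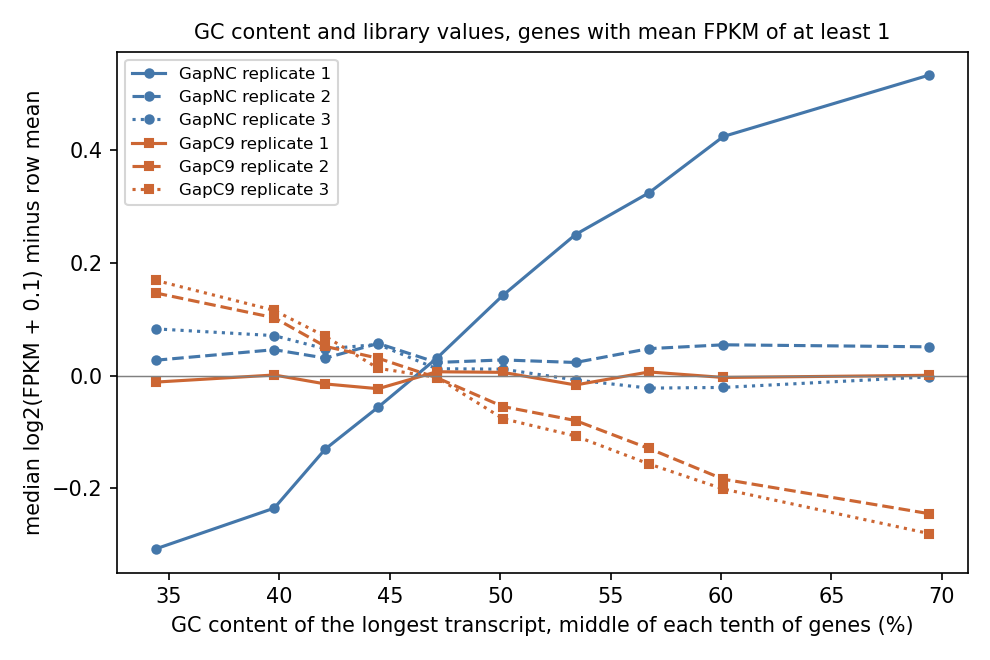
Median deviation of log2(FPKM + 0.1) from the gene's mean over the 6 libraries (vertical axis), for genes with a mean of at least 1 FPKM grouped into 10 deciles of the GC content of their longest transcript (horizontal axis, %). Blue circles are the 3 GapNC libraries and orange squares the 3 GapC9 libraries. GapNC replicate 1 rises from −0.31 in the lowest decile to 0.53 in the highest, and GapC9 replicate 3 falls from 0.17 to −0.28.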

In total, 249 significantly upregulated and 491 significantly downregulated genes (fold change ≥2 or ≤ 0.5, *P* < 0.05) were identified in HCT-116 cells transfected with GapC9 for 24 h (Fig. 5a, Additional file 8: Table S2). 

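CASC9 itself was listed at 0, 0.0108 and 0 FPKM in the libraries labelled GapNC and at 0.0528, 0.107 and 0 FPKM in those labelled GapC9 (replicates 1, 2 and 3). The locus lists 2 of its 4 annotated transcripts, those of 1164 and 833 bases, and lay below the filter. It does not list those of 731 and 557 bases, which the paper reports as the most abundant variants (Fig. 1d). The groups were not distinguishable (p = 0.4, exact two-sided permutation test, where 0.1 is the smallest p that 3 libraries against 3 allow). Since CASC9 was not lower in the libraries labelled GapC9, every direction given here rests on the library labels. With the fold change taken as the ratio of mean FPKM (≥2 or ≤0.5) and an unadjusted p under 0.05 from limma, 336 genes were higher and 693 lower in the libraries labelled GapC9, so that 67.3% of the 1029 calls were lower. Among them, 54 higher and 49 lower genes were listed at 0 in at least 1 library. The unadjusted threshold alone was passed by 4157 genes, where 801 would pass by chance. After Benjamini-Hochberg adjustment, 303 genes were higher and 817 lower without a fold threshold, and 483 of the 1029 calls were among them. The libraries of the groups did not overlap for 5486 genes (34.2%), where chance gives 10%. The choice of filter moved the number of calls most. It fell to 116 higher and 380 lower with a mean of at least 1 FPKM, and was 555 higher and 983 lower with no filter. Scaling changed the balance of directions, since 457 genes were higher and 494 lower after median scaling (51.9% lower). After a correction for GC content chosen after the values were seen, 464 were higher and 414 lower (47.2% lower).
With each library left out in turn, 331 to 390 genes were higher and 575 to 809 lower at the same fold and unadjusted p. The counts at an adjusted p under 0.05 were lower in each of these fits. Without GapNC replicate 1 they were 240 higher and 570 lower, without GapNC replicate 2 they were 16 and 17, and without GapNC replicate 3 they were 38 and 84. Without GapC9 replicate 1 they were 18 and 35, without GapC9 replicate 2 they were 18 and 17, and without GapC9 replicate 3 they were 16 and 16. Among genes with at least 1 FPKM in both groups, non-overlapping libraries and an adjusted p under 0.05, the largest rise was that of SNORA65, from 1.24 ± 0.0769 to 17.5 ± 3.49 FPKM (SD, n = 3), a log2 fold change of 3.71 (standard error 0.16, limma adjusted p = 0.00165). Its adjusted p stayed between 0.00380 and 0.0135 with any 1 library left out. SNORA65 lies within the gene RPL12, and its value is uncertain for that reason. PDP1 (2.75), ARPP19 (2.44), AADACP1 (2.32) and AC068647.2 (2.31) followed in log2 fold change. With 1 library left out, AADACP1 passed the adjusted threshold in 4 of the 6 fits, PDP1 in 2, and ARPP19 and AC068647.2 in 1. AADACP1 and AC068647.2 are pseudogenes and are likewise uncertain. The largest fall was that of IER2, from 48.7 ± 4.98 to 3.13 ± 4.14 FPKM (SD, n = 3), a log2 fold change of −4.77 (standard error 0.89, limma adjusted p = 0.0379). Its FPKM in the libraries labelled GapC9 was 0.769, 0.710 and 7.91, and without GapC9 replicate 3 the log2 fold change was −5.86 (adjusted p = 0.00132). Without any other library, the adjusted p of IER2 was above 0.05 (up to 0.126). IER2 overlaps an antisense gene, and the counting is not stated to use strand. TMEM181 (−1.97), CCDC117 (−1.88) and NPLOC4 (−1.75) were also among the largest falls, as was MT1E, from 89.1 ± 9.51 to 25.8 ± 5.52 FPKM (SD, n = 3). With 1 library left out, MT1E passed in 3 of the 6 fits, CCDC117 in 2, and TMEM181 and NPLOC4 in 1. NPLOC4 overlaps an antisense gene, and MT1E belongs to the metallothionein family of near-identical genes.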

GO analysis [25, 26] revealed that biological processes related to cell proliferation and apoptosis and the cellular component of telomerase catalytic core complex were enriched among the genes dysregulated by CASC9 knockdown. 

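Hand-written gene lists stood in for the GO terms, and each was tested for excess members among the called genes with a one-sided Fisher's exact test against all genes tested, adjusted over 5 lists. Of 41 loci on the cell proliferation list, 1 was called (GINS1, lower), where 2.63 were expected (exact p = 0.934, adjusted p = 0.934). Of 38 loci on the apoptosis list, 3 were called (XIAP higher, BCL2L11 and BIK lower), where 2.44 were expected (exact p = 0.444, adjusted p = 0.556). Of the 5 genes of the telomerase catalytic core, 2 were called, where 0.321 were expected (exact p = 0.0362, adjusted p = 0.0904). The enrichment of the telomerase catalytic core list passed with 1 library left out in 2 of the 6 fits, where 3 of the 5 were called, without GapNC replicate 3 (adjusted p = 0.0180) and without GapC9 replicate 1 (adjusted p = 0.0168). With sets taken from the GO columns of the table instead, 2 of 2 telomerase catalytic core genes were called (adjusted p = 0.0124). Over all alternatives, the adjusted p of this list lay between 0.0124 and 0.605. The GO columns gave 15 called genes of 287 for cell proliferation, where 18.4 were expected, and 24 of 535 for apoptosis, where 34.3 were expected (adjusted p = 0.979 for both).
The called members of the telomerase catalytic core were TERT and SMG6. TERT (ENSG00000164362), the reverse transcriptase of telomerase, fell from 1.32 ± 0.310 to 0.366 ± 0.0424 FPKM (SD, n = 3) in the libraries labelled GapC9, a log2 fold change of −1.59 (standard error 0.20, limma adjusted p = 0.0189). Its adjusted p was 0.0305 without GapNC replicate 1 and between 0.0548 and 0.0836 without any 1 of the other libraries. SMG6, also known as EST1A, fell from 3.72 ± 0.477 to 1.65 ± 0.458 FPKM (SD, n = 3), a log2 fold change of −1.15 (standard error 0.21, limma adjusted p = 0.0372). With any 1 library left out, the adjusted p of SMG6 was between 0.0586 and 0.134. Genes on the opposite strand overlap SMG6, and the strand of the reads is not stated to have been used. For TERT and SMG6, the libraries of the groups did not overlap. SMG5 (log2 fold change −0.96) passed the adjusted threshold as well (limma adjusted p = 0.0379) but not the fold threshold. With 1 library left out, SMG5 passed in 0 of the 6 fits (lowest adjusted p = 0.0591).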

Interestingly, transforming growth factor-β (TGF-β) signaling and Wnt/LRP6 signaling were the two most enriched pathways based on BioCarta analysis, and may have driven the remarkable changes in biological processes observed (Fig. 5b). 

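By the same Fisher's exact test, 4 of the 20 loci on a hand-written TGF-β core list were among the called genes, where 1.28 were expected (one-sided p = 0.0359, adjusted p = 0.0904 over 5 lists). The number called was 5 without GapC9 replicate 1 (adjusted p = 0.0302), and the adjusted p lay between 0.0302 and 0.496 over all alternatives. Of the 8 genes tested on a Wnt/LRP6 core list, 1 was called, where 0.514 were expected (one-sided exact p = 0.412, adjusted p = 0.556). The 4 called TGF-β loci went in both directions. TGFB2 (ENSG00000092969) was lower in the libraries labelled GapC9, at 0.0940 ± 0.0339 FPKM against 0.334 ± 0.0578 (SD, n = 3), a log2 fold change of −1.17 (standard error 0.24, limma adjusted p = 0.0454). With any 1 library left out, its adjusted p was between 0.0807 and 0.132. TGFB2 shares sequence with the overlapping transcript TGFB2-OT1, and its FPKM lies near the filter. SKI was also lower, at 4.48 ± 0.532 against 11.7 ± 5.59 FPKM (SD, n = 3), a log2 fold change of −1.26 (standard error 0.37) that did not pass the adjustment (limma adjusted p = 0.0992). SMAD7 (ENSG00000101665) was higher, at 2.15 ± 0.240 against 0.960 ± 0.192 FPKM (SD, n = 3), a log2 fold change of 1.10 (standard error 0.18, limma adjusted p = 0.0310). SKIL (ENSG00000136603) rose from 0.716 ± 0.0919 to 1.58 ± 0.106 FPKM (SD, n = 3), a log2 fold change of 1.04 (standard error 0.15, limma adjusted p = 0.0233). Of the fits that each left out 1 library, only the fit without GapNC replicate 1 kept SMAD7 (adjusted p = 0.0404) and SKIL (adjusted p = 0.0373) past the threshold. The signal transducers SMAD2 (log2 fold change 0.18) and SMAD3 (−0.0032) did not differ between the groups (limma adjusted p = 0.456 and 0.993). The sign of SMAD3 changed with scaling and with the library left out, with 0.11 as its highest value, without GapC9 replicate 2.
LRP6, a co-receptor for Wnt ligands and the called gene of the Wnt/LRP6 list, fell from 4.66 ± 0.710 to 1.88 ± 0.0706 FPKM (SD, n = 3), a log2 fold change of −1.25 (standard error 0.15, limma adjusted p = 0.0172). Its adjusted p was 0.0213 without GapNC replicate 1 and up to 0.0836, past the threshold in no other fit, without any 1 of the other libraries. The libraries of the groups did not overlap for TGFB2, SKI, SMAD7, SKIL and LRP6. From the enrichment of both pathways among the dysregulated genes, the paper proposes that TGF-β and Wnt/LRP6 signaling may have driven the changes in biological processes.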

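Hand-written lists stood in for the gene sets, and their log2 fold changes were compared with those of all other genes by camera (two-sided, preset inter-gene correlation), adjusted over 11 lists. The TGF-β signaling list had 67 loci tested, 25 higher and 42 lower, with a median log2 fold change of −0.096 (camera adjusted p = 0.893). With limma's p adjusted over the list alone, 6 loci were higher and 10 lower, against 3 and 5 adjusted over all genes tested. The Wnt signaling list had 115 loci tested, 40 higher and 75 lower, with a median of −0.18 (camera adjusted p = 0.253). Here 1 locus was higher and 11 lower adjusted over the list alone, against 1 and 10 over all genes. The telomerase holoenzyme list had 20 loci tested, 6 higher and 14 lower, with a median of −0.38 (camera adjusted p = 0.0364). Of its loci, 0 were higher and 6 lower adjusted over the list alone, against 0 and 5 over all genes. At an unadjusted p under 0.05, 0 were higher and 7 lower. This list no longer passed without GapNC replicate 1 (adjusted p = 0.102), without GapNC replicate 2 (0.0578) or without GapC9 replicate 3 (0.0673), and with 1 choice changed at a time its adjusted p was between 0.00526 and 0.324. Preranked enrichment with fgsea on limma's moderated statistic gave normalized enrichment scores of −1.02 for TGF-β signaling (adjusted p = 0.649), −1.30 for Wnt signaling (adjusted p = 0.158) and −1.74 for the telomerase holoenzyme (adjusted p = 0.0191). The fgsea adjusted p of the telomerase holoenzyme was 0.120 without GapNC replicate 1 and 0.158 after the GC correction. It was 0.0758 after median scaling and 0.0901 with the filter at 1 FPKM, and under 0.05 in the other settings. With the inter-gene correlation estimated from the data, none of the 11 lists passed an adjusted p of 0.05. With fry, which tests for a shift from 0 and not against other genes, TGF-β signaling (adjusted p = 0.0212), Wnt signaling (0.00687) and the telomerase holoenzyme (0.00689) passed. The median log2 fold change of all tested genes was −0.076. After median scaling it was 0.017, and the median of the TGF-β list was then 0.0010.

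**Figure D3:**
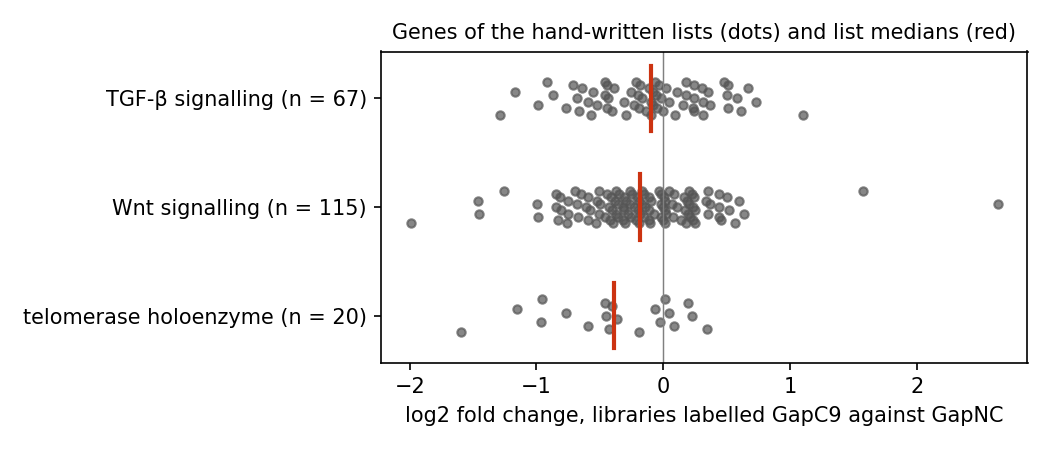
Log2 fold change of each tested locus on the TGF-β signaling (n = 67), Wnt signaling (n = 115) and telomerase holoenzyme (n = 20) lists, in the libraries labelled GapC9 against those labelled GapNC (horizontal axis). Each dot is 1 locus and the red line is the list's median, at −0.096, −0.18 and −0.38.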

GSEA [27, 28] yielded negative enrichment score curves for the TGF-β signaling pathway, Wnt signaling pathway, and telomerase holoenzyme complex (Fig. 5c). Subsequently, genes related to tumorigenesis and the above-mentioned pathways were verified by RT-qPCR. Indeed, most of these genes were commonly regulated by CASC9 both in HCT-116 and SW620 cells (Fig. 5d, e), suggesting that CASC9 may exert effects on CRC oncogenesis, cell growth, apoptosis, and other cellular functions by modulating these signaling pathways in CRC cells.

**Fig. 5:**
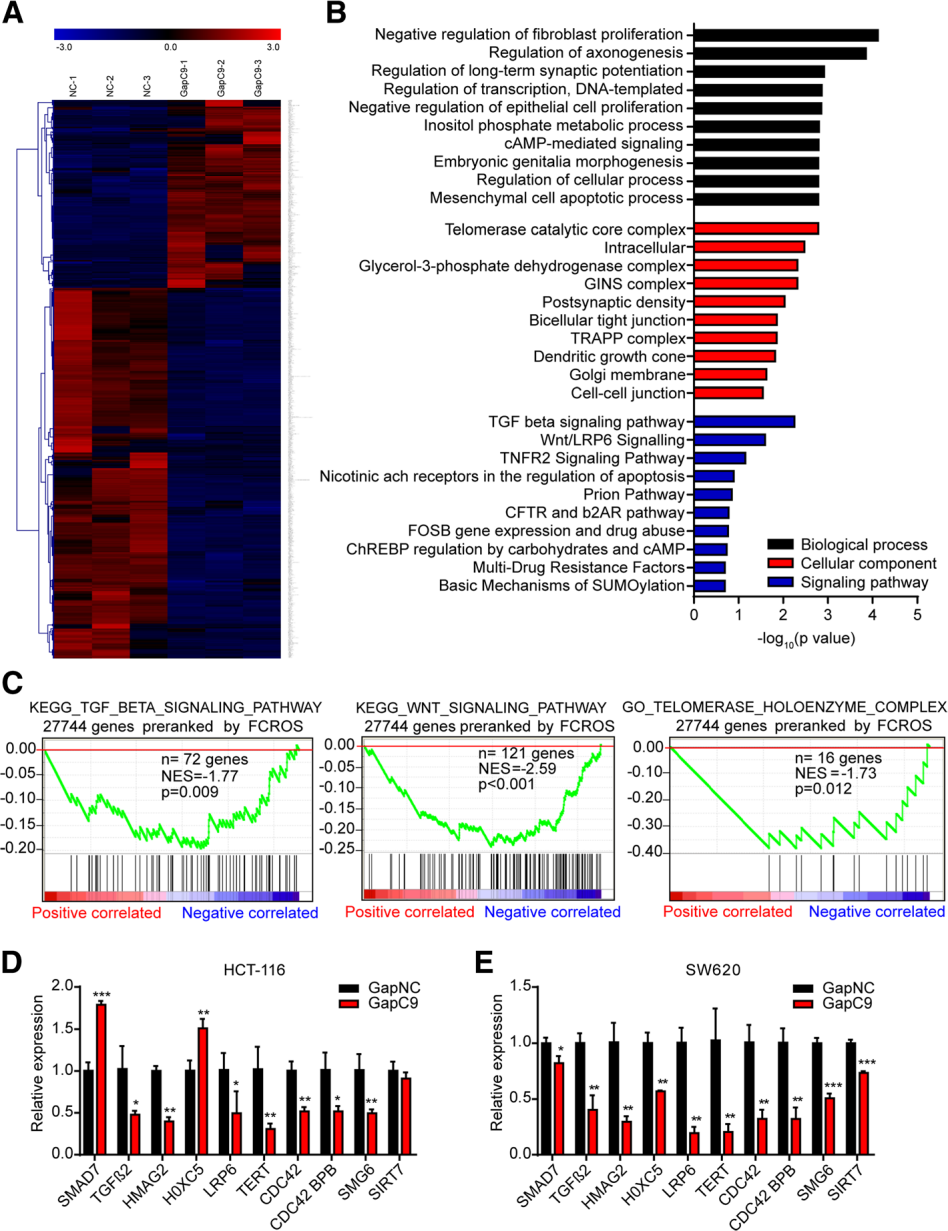
Silencing of CASC9 causes dysregulation of genes involved in cell proliferation in HCT-116 cells. **a** Gene expression profiles of HCT-116 cells transfected with CASC9 GapmeR (GapC9) or control GapmeR (GapNC). Genes (fold change ≥2 or ≤ 0.5, *P* < 0.05) are shaded in blue, black, or red in the heat map to indicate low, intermediate, or high expression, respectively. **b** Functional annotation clustering of genes regulated by CASC9 in HCT-116 cells is shown. The 10 most enriched groups according to GO and BioCarta analysis are ranked based on *P*-values. Black indicates biological process; red, cellular component; and blue, signaling pathway. **c** GSEA of RNA-seq data from CASC9-knockdown HCT-116 cells for TGF-β signaling pathway (left), Wnt signaling pathway (middle), and telomerase holoenzyme complex (right). NES, normalized enrichment score. **d, e** Genes related to the ranked pathways and tumorigenesis were verified by RT-qPCR in HCT-116 **(d)** and SW620 **(e)** cells transfected with GapC9. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 by Student’s *t*-test

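On log2(FPKM + 0.1), Pearson's correlation across genes was 0.933 to 0.941 between GapNC libraries, 0.937 to 0.939 between GapC9 libraries and 0.914 to 0.931 between libraries of different groups. The first principal component held 32.0% of the variance and separated the groups, with scores of −50.8, −20.2 and −24.8 for GapNC replicates 1, 2 and 3 and of 23.9, 33.9 and 37.9 for GapC9 replicates 1, 2 and 3. The second held 20.2%. Of the genes followed in Fig. 5d, CDC42BPB, a kinase that binds CDC42, fell from 18.3 ± 1.77 to 7.65 ± 0.426 FPKM (SD, n = 3), a log2 fold change of −1.25 (standard error 0.11, limma adjusted p = 0.0147). HMGA2, a chromatin protein, fell from 7.85 ± 0.806 to 3.45 ± 0.343 FPKM (SD, n = 3), a log2 fold change of −1.16 (standard error 0.13, limma adjusted p = 0.0166). CDC42 fell from 79.6 ± 11.0 to 39.0 ± 3.79 FPKM (SD, n = 3), a log2 fold change of −1.02 (standard error 0.14, limma adjusted p = 0.0226). Without GapNC replicate 1 these 3 genes stayed past the threshold (adjusted p = 0.0213 for CDC42BPB, 0.0271 for HMGA2 and 0.0257 for CDC42). Without any 1 of the other libraries they did not, except CDC42BPB without GapNC replicate 3 (0.0496), and the adjusted p rose to at most 0.0978. HOXC5 (ENSG00000172789) rose from 1.32 ± 0.749 to 3.55 ± 0.0715 FPKM (SD, n = 3), a log2 fold change of 1.55 (standard error 0.48) that did not pass the adjustment (limma adjusted p = 0.110). Its FPKM in the GapNC libraries was 1.86, 0.467 and 1.64, and without GapNC replicate 2 the log2 fold change was 0.98. The libraries of the groups did not overlap for any of these genes, and the exact two-sided permutation p of each was 0.1, the smallest that 3 libraries against 3 allow. HOXC5 shares sequence with HOXC4 and HOXC6, CDC42 overlaps a gene on the same strand, and HMGA2, CDC42 and CDC42BPB overlap antisense genes, so that these values are uncertain where the counting did not separate them.

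**Figure D4:**
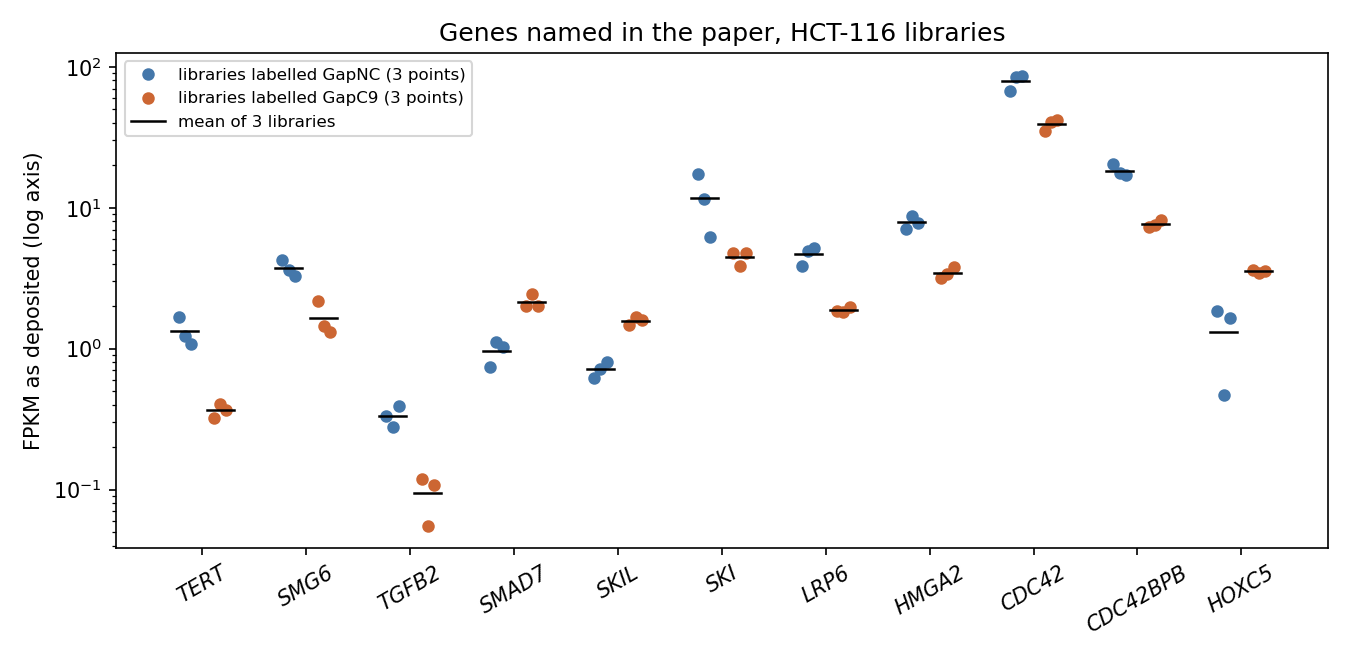
FPKM as deposited (logarithmic axis) of 11 genes in the 3 GapNC and 3 GapC9 libraries. Each point is 1 library and the black bar is the mean of 3 libraries. For every gene shown, the points of the groups do not overlap.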

### CPSF3 interacts with CASC9 and regulates CRC cell growth

To elucidate the mechanism by which CASC9 regulates CRC cell growth, we attempted to identify its endogenous interaction partners. By analyzing lncRNA–protein interactions using CASC9 (Ensembl ID: ENSG00000249395) in lncRNAtor database [32], CPSF3 and eukaryotic initiation factor 4A-III (EIF4A3) were predicted as potential binding partners of CASC9. Endogenous interactions were verified by RIP assays. CASC9 was indeed significantly enriched (approximately 35-fold) in CPSF3-RIP samples as compared to IgG-RIP samples, whereas CASC9 enrichment in EIF4A3-RIP samples was substantially lower (Fig. 6a, b). We validated the interaction of CASC9 and CPSF3 by RNA-protein pull-down in HCT-116 cells. As expected, CPSF3 was specifically pulled down by CASC9–202 and CASC9–204 affinity complexes, but not by antisense CASC9–202 and antisense CASC9–204, as indicated by western blotting analysis (Fig. 6c). Collectively, these data demonstrated that CASC9 and CPSF3 can form a complex.

**Fig. 6:**
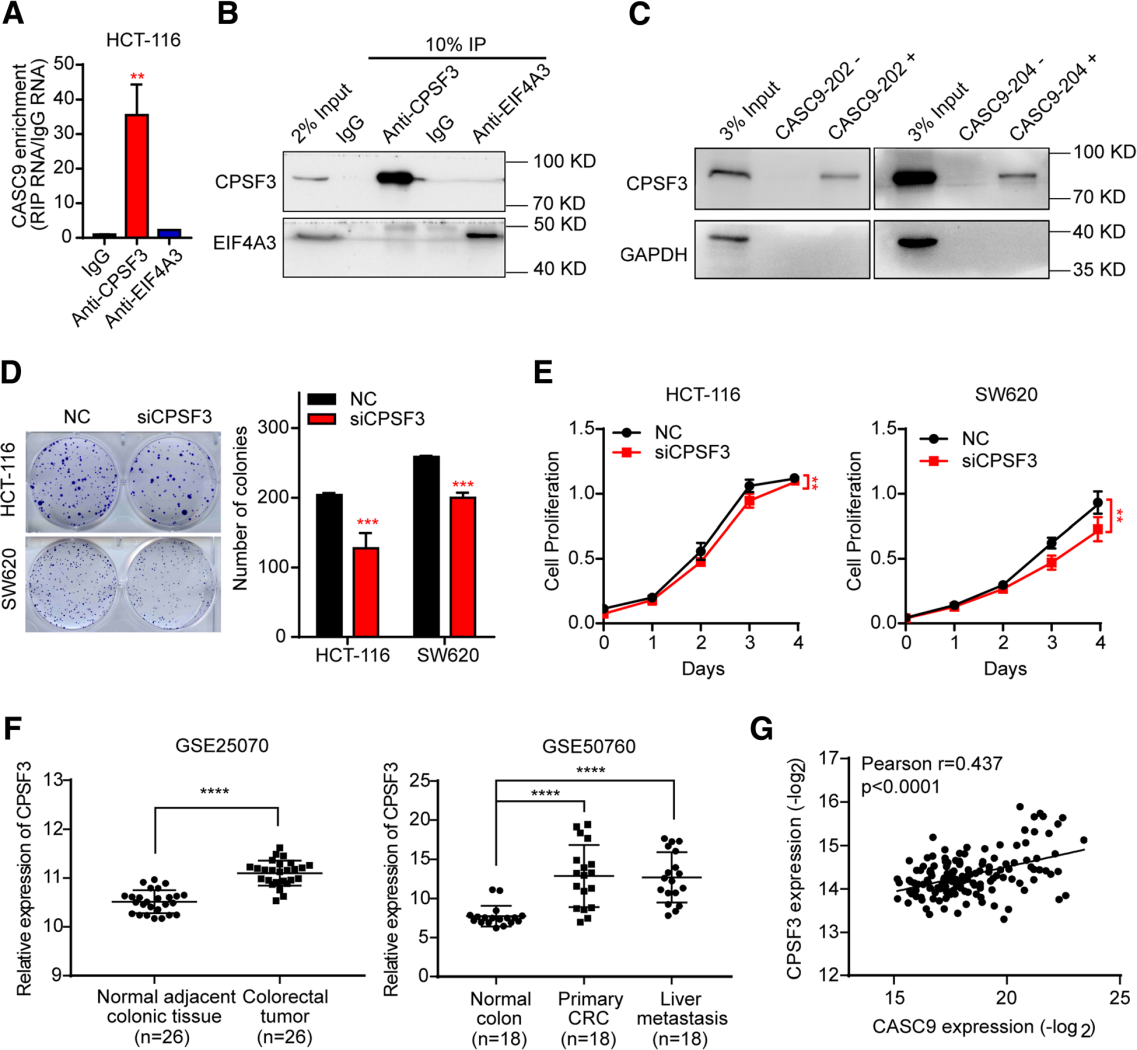
CPSF3 interacts with CASC9 and regulates CRC cell growth. **a** CASC9 RNA was measured by RT-qPCR in IgG control-, CPSF3-, and EIF4A3-RIP samples. **b** Validation of CPSF3- and EIF4A3-immunoprecipitation efficiency by western blotting. **c** Interaction between CASC9–202 or CASC9–204 and CPSF3 was validated by RNA-protein pull-down and western blotting. GAPDH was used as a negative control. **d, e** HCT-116 and SW620 cells were transfected with siRNAs targeting CPSF3 (siCPSF3) or negative control (NC). Cell proliferation was determined by colony-formation assay **(d)** and, at the indicated time points, by MTS assay **(e). f** Scatter plot showing that the expression of CPSF3 was significantly upregulated in CRC tissues as compared to adjacent normal colon tissues in the GSE25070 (*n* = 26, left) and GSE50760 (*n* = 18, right) datasets. **g** Correlation between CASC9 and CPSF3 expression in 155 human CRC tissues. Expression data for CASC9 and CPSF3 were downloaded from the lncRNAtor database. The data are presented as the mean ± s.d. **P < 0.01, ***P < 0.001, ****P < 0.0001 by Student’s *t*-test **(a, d)**, two-way ANOVA **(e),** or Wilcoxon signed-rank test **(f)**

To evaluate whether CPSF3 has effects similar to those of CASC9 on CRC tumorigenesis, siRNAs targeting CPSF3 were utilized to suppress its expression, and knockdown efficiency was assessed by both RT-qPCR and western blotting (Additional file 9: Figure S7a, b). As shown in Fig. 6d and e, knockdown of CPSF3 significantly reduced cell proliferation and viability in HCT-116 and SW620 cells. Based on gene expression levels in GEO datasets (GSE25070, GSE50760, GSE44076, and GSE103512), CPSF3 expression was significantly upregulated in CRC tissues as compared to adjacent or non-adjacent normal colon tissues (Fig. 6f, Additional file 10: Figure S8a, b). More importantly, data downloaded from the lncRNAtor database revealed a positive correlation between CASC9 and CPSF3 expression in 155 human CRC tissues (Fig. 6g).

### CASC9 activates TGF-β signaling by interacting with CPSF3 in CRC cells

The observations that CPSF3 has an effect similar to that of CASC9 in CRC cells and that CPSF3 is a specific interaction partner of CASC9 led us to hypothesize that suppression of CPSF3 would induce regulatory changes similar to those induced by CASC9 silencing. Consistent with the effects of CASC9 silencing, upregulation of SMAD7 and downregulation of TGFβ2, TERT, and CDC42 BPB were observed in CPSF3-knockdown HCT-116 cells (Fig. 7a), indicating that these genes can be regulated directly or indirectly by both CASC9 and CPSF3. However, LRP6 expression was differentially affected by CASC9 and CPSF3 knockdown (Fig. 7a). In addition, positive correlations were observed between TGFβ2 and CASC9 or CPSF3 expression in human CRC tissues (Fig. 7b, c, Additional file 10: Figure S8c, d, e, f). Furthermore, TGFβ2 mRNA decayed more rapidly upon silencing of CASC9 or CPSF3, indicating that both of them interfere with TGFβ2 mRNA turnover (Fig. 7d). Moreover, RIP revealed that CPSF3 binds TGFβ2 mRNA (Fig. 7e). Ectopic CASC9–202 expression led to increased TGFβ2 mRNA levels (Fig. 7f), which were restored by knockdown of CPSF3 (Fig. 7g). Accordingly, TGFβ2 protein and phosphorylated SMAD3 levels were reduced in CASC9-knockdown cells, whereas their levels were increased by ectopic CASC9 expression (Fig. 7h). In line herewith, TGFβ2 protein and phosphorylated SMAD3 levels were reduced in CPSF3-knockdown cells (Fig. 7i). Collectively, these data provided evidence supporting the positive regulation of TGFβ2 expression by the CASC9/CPSF3 complex in CRC cells.

**Fig. 7:**
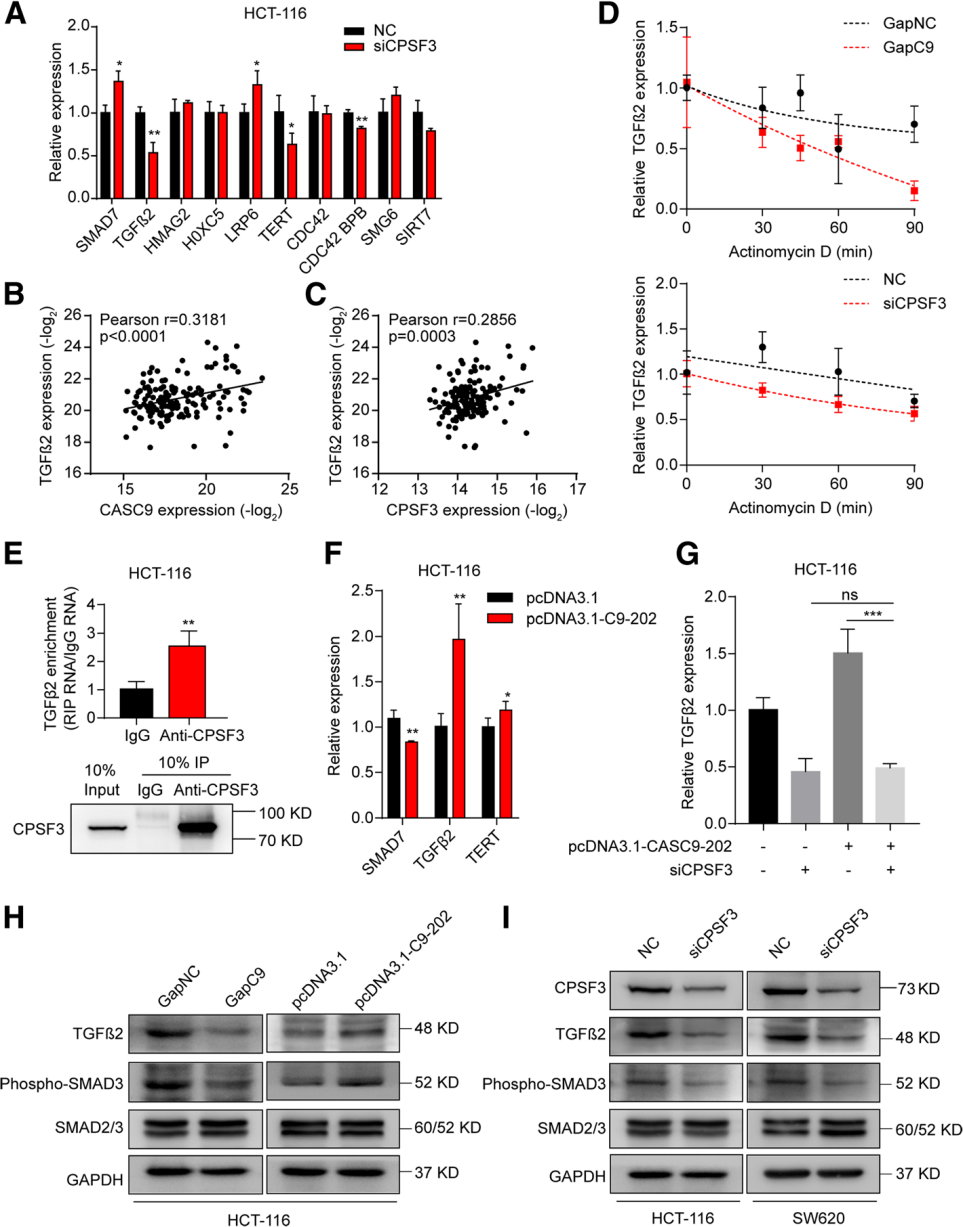
CASC9 and CPSF3 coregulate the expression of TGFβ2. **a** RT-qPCR of selected genes related to the ranked pathways and tumorigenesis in CPSF3-knockdown HCT-116 cells. **b, c** Correlation of CASC9 and TGFβ2 **(b)** and of CPSF3 and TGFβ2 **(c)** expression in 155 human CRC tissues. Expression data for CASC9, CPSF3, and TGFβ2 were downloaded from the lncRNAtor database. **d** The decay of TGFβ2 mRNA was monitored by RT-qPCR in CASC9- or CPSF3-knockdown HCT-116 cells by blocking mRNA synthesis using actinomycin D (ActD, 5 μg/mL) for the indicated time points upon normalization to RNA input levels. **e** RIP revealed that CPSF3 binds TGFβ2 mRNA in HCT-116 cells. Validation of CPSF3-immunoprecipitation efficiency by western blotting. **f** The mRNA levels of SMAD7, TGFβ2, and TERT were determined in HCT-116 cells transfected with pcDNA3.1-CASC9–202. **g** The mRNA levels of TGFβ2 were determined in HCT-116 cells cotransfected with pcDNA3.1-CASC9–202 and siCPSF3. **h** The TGFβ2 protein and phosphorylated SMAD3 levels were determined in CASC9-knockdown or -overexpressing HCT-116 cells. **i** The TGFβ2 protein and phosphorylated SMAD3 levels were determined in CPSF3-knockdown CRC cells. The data are presented as the mean ± s.d. *P < 0.05, **P < 0.01 by Student’s *t*-test **(a, e, f, g)**

## Discussion

In this study, through combined bioinformatics and experimental analyses, we discovered that CASC9 is mainly expressed in normal colon and bladder tissues. Furthermore, CRC tissues exhibited increased CASC9 expression, which was correlated with advanced TNM stage, and higher CASC9 levels were associated with poor patient outcomes. In addition, CASC9 promoted cell growth and decreased apoptosis in vitro and was required for tumor formation in nude mice in vivo*.* These data provide strong evidence supporting an oncogenic role of CASC9 in CRC, in accordance with previous reports of CASC9 functioning as an oncogene in several other cancers, including hepatocellular carcinoma, esophageal squamous cell carcinoma, gastric cancer, ovarian cancer, glioma, and breast cancer [33–39]. These results demonstrate that higher levels of CASC9 are related to more aggressive disease. Our study is the first to demonstrate that CASC9 acts as an oncogene in CRC.

In our bioinformatics analysis of TCLA and TANRIC [29] data, two additional upregulated lncRNAs with significant prognostic value were identified; however, increased expression of these lncRNAs was associated favorable prognosis. Among them, ZFAS1 is dysregulated and acts as either an oncogene or a tumor suppressor in various human malignancies [40, 41]. In CRC, recent studies have shown that ZFAS1 acts as an oncogene during tumorigenesis [42, 43]. LINC01123 was reported to be a novel and important prognostic factor in head and neck squamous cell carcinoma [44]. Apart from these upregulated lncRNAs, we identified three lncRNAs that were downregulated in CRC and were associated with poor patient outcomes; the roles of these lncRNAs remain to be elucidated.

In our study, CASC9–202 and − 204 were the dominant variants generated from the CASC9 gene in CRC cells, and they were localized in both the nucleus and the cytoplasm, with variable expression levels in different CRC cells. Similar observations were reported in esophageal squamous cancer cells [37]. In contrast, CASC9 was detected mainly in the cytoplasm of hepatocellular carcinoma cells [34] and in the nucleus of lung adenocarcinoma cells [45]. These differences may be explained by cell-specific differences and suggest diverse functions of CASC9 in tumorigenesis. Cytoplasmic lncRNAs are more effectively suppressed by RNA interference, whereas antisense oligonucleotide-directed RNA degradation is effective in both the nuclear and cytoplasmic compartments [31, 46]. There is no evidence that the previously reported CASC9 siRNA-mediated phenotype was specific to the loss of nuclear CASC9. By contrast, this has been taken into account in our study. To explore the biological role of CASC9 in CRC cells further, we knocked down CASC9 in CRC cells using two strategies, i.e., via siRNA and via antisense oligonucleotides. As expected, silencing of CASC9 by siRNA or GapmeR inhibited cell proliferation and induced cell apoptosis in vitro; the knockdown efficiency and biological effects of CASC9 knockdown by GapmeR were more effective than those induced by siRNA. This was consistent with the localization of CASC9 in CRC cells. Conversely, ectopic overexpression of the CASC9–202 or − 204 variants promoted CRC cell growth in vitro and tumor formation in vivo*,* suggesting that the different variants play similar biological roles.

Increasing evidence demonstrates that lncRNAs typically exert their biological functions through the actions of their targeted proteins [47]. For example, LINC01138 specifically binds with PRMT5 in hepatocellular carcinoma cells, and this association may be a potential therapeutic target in hepatocellular carcinoma [48]. SNHG5 directly binds and regulates SPATS2, and this interaction is important for promoting CRC cell survival [49]. In this report, the interaction between CASC9 and CPSF3 was established in CRC cells by RIP and RNA-protein pull–down assays. CPSF3 is an endonuclease that has multiple functions in several biological processes. It is required for the cleavage of mRNAs and is involved in the generation of the 3′ ends of histone mRNAs [50, 51]. Moreover, CPSF3 and the spliceosome-associated ISY1 are responsible for pro-miRNA biogenesis and the expression of most miRNAs within the miR-17-92 cluster [52]. The miR-17-92 miRNA cluster is upregulated and plays multifaceted roles in several malignancies [53, 54]. In CRC, this cluster has been shown to augment tumor angiogenesis by repressing TSP1 and CTGF [55], suggesting that CPSF3 may also be involved in these processes. Indeed, inactivation of CPSF3 is required for the induction of cell apoptosis by the tumor suppressor CSR1 [56]. In our study, knockdown of CPSF3 inhibited cell growth in a manner similar to that of CASC9 silencing in CRC cells. In addition, CPSF3 was significantly upregulated in CRC tissues as compared to normal colon tissues from several independent cohorts. More importantly, CASC9 and CPSF3 expression was significantly positively correlated in CRC tissues. Collectively, our data support the idea that CASC9 binds to CPSF3 and that they potentially regulate downstream pathways together.

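As whole lists, tested with camera against all other genes, neither the cell proliferation nor the apoptosis list shifted past an adjusted p of 0.05 between the libraries labelled GapC9 and GapNC. Of the proliferation loci, 13 were higher and 28 lower, with a median log2 fold change of −0.14 (camera adjusted p = 0.453). Among them 0 were higher and 2 lower (CDC25A and CDK2) adjusted over the list alone, the same numbers as adjusted over all genes, and 4 were higher and 8 lower at an unadjusted p under 0.05. Under fry the proliferation list passed (adjusted p = 0.0273), and over all alternatives its adjusted p lay between 0.0273 and 0.990. The median of the proliferation list was −0.15 to −0.080 with 1 library left out. Of the apoptosis loci, 20 were higher and 18 lower, with a median of 0.036 (camera adjusted p = 0.406). Adjusted over the list alone, 1 locus was higher (BIRC2) and 1 lower (BIK), as over all genes. The median of the apoptosis list turned negative without GapNC replicate 3 (−0.0085) and without GapC9 replicate 3 (−0.020).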

Using RNA-seq analysis, we found that the silencing of CASC9 regulates several genes involved in cell proliferation and apoptosis. 

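Camera gave a shift for the Wnt/LRP6 core and the telomerase catalytic core, but not for the TGF-β core. All 8 Wnt/LRP6 genes tested were lower in the libraries labelled GapC9, with a median log2 fold change of −0.42 (camera adjusted p = 0.0199). With 1 library left out this median was −0.59 to −0.24, and its weakest value over all alternatives was −0.14. Adjusted over the list alone, 0 were higher and 3 lower (LRP6, KREMEN1 and GSK3B), the same numbers as over all genes, and 0 were higher and 4 lower at an unadjusted p under 0.05. KREMEN1 and GSK3B passed in 0 of the 6 fits with 1 library left out (lowest adjusted p = 0.0851 and 0.0761). The Wnt/LRP6 list was not divided into genes that raise and genes that lower signaling. Its shift therefore does not give the direction of a change in pathway activity. Of the 5 telomerase catalytic core genes, 4 were lower, with a median of −0.96 (camera adjusted p = 0.00818), and these 4 passed both adjustments. Each of these lists had an adjusted p of 0.0502 without GapNC replicate 1 and passed without any 1 of the other libraries. Their adjusted p over all alternatives was between 0.00526 and 0.324 for Wnt/LRP6 and between 0.00105 and 0.324 for the catalytic core, with the highest value from the estimated correlation. Of the 20 TGF-β core loci, 6 were higher and 14 lower, with a median of −0.17 (camera adjusted p = 0.852). With 1 library left out this median was −0.21 to −0.095. Adjusted over the list alone, 2 were higher and 2 lower, as over all genes.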

Pathway analysis revealed that the dysregulated genes were significantly linked to several signal transduction pathways, including the TGF-β, Wnt/LRP6, and TERT signaling pathways, which are commonly activated in CRC progression [57, 58]. The dysregulation of key genes related to the above pathways, including TGFβ2, LRP6, and TERT, was confirmed by RT-qPCR in CRC cells, although the expression of SMAD7 and HOXC5 was differentially regulated between CASC9-silenced HCT-116 and SW620 cells. This phenomenon may be explained by cell-specific differences. In fact, CRC cell lines are classified according to their genetic and epigenetic molecular phenotypes, including microsatellite instability and the CpG island methylator phenotype [59]. Upon CPSF3 knockdown, TGFβ2 and TERT were also significantly decreased, whereas SMAD7 was significantly increased, with the degree of regulation being more moderate than, but similar to that induced by CASC9 silencing. Other evidence also supports the coregulation of the TGF-β/SMAD pathways by CASC9 and CPSF3. First, TGFβ2 mRNA was destabilized after knockdown of CASC9 or CPSF3. Second, ectopic CASC9–202 expression increased TGFβ2 mRNA levels, which were restored by knockdown of CPSF3. Third, significant correlations between TGFβ2 and CASC9 or CPSF3 expression were found in CRC tissues. In addition, we found that LRP6, a key component of the Wnt pathway, was regulated by CASC9, but not by CPSF3, suggesting that CASC9 has other interaction partners, which remain to be identified.

## Conclusions

Our data indicate that CASC9 acts as an oncogene in CRC and significantly promotes CRC cell growth in vitro and in vivo. More specifically, CASC9 interacts with CPSF3 and exerts its oncogenic activity by activating TGF-β signaling and TERT complex function in CRC cells (Additional file 11: Figure S9). Our findings suggest that manipulating the expression of CASC9 or its partner proteins may be a promising therapeutic approach in CRC. However, detailed roles of the different CASC9 variants and their upstream factors remain unknown and require further in-depth study.

## Additional files

Additional file 1: **Table S1.** Oligonucleotides used for RT-qPCR, plasmid construction, RNA pull-down, siRNA, and GapmeR.

Additional file 2: **Figure S1.** Identification of dysregulated lncRNAs with significant prognostic value in COAD. (A) Schematic representation of approach used to identify downregulated lncRNAs in COAD. (B) Three upregulated lncRNAs had significant prognostic value in COAD. (C) Five downregulated lncRNAs had significant prognostic value in COAD.

Additional file 3: **Figure S2.** CASC9 gene expression in 53 tissues from GTEx RNA-seq data of 8555 samples (570 donors).

Additional file 4: **Figure S3.** Knockdown of CASC9 by siRNA inhibits proliferation of SW620 cells*.* SW620 cells were transfected with siRNA targeting CASC9 (siC9–1 and siC9–2) or negative control (NC). (A) The siRNA knockdown efficiency of CASC9 was determined by RT-qPCR. (B, C) Cell proliferation was determined by colony formation assay (B) and, at the indicated time points, by MTS assay (C). (D) Cell cycle was determined by flow cytometry. Quantification of the percentages of cells in G0/G1, S, and G2/M phases (top) and representative graphs of raw data (bottom) are shown. The data are presented as mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by Student’s *t*-test (A, B, D) or two-way ANOVA (C).

Additional file 5: **Figure S4.** Knockdown efficiency of CASC9 by Antisense LNA GapmeR or siRNA in CRC cells. (A) RT-qPCR analysis of relative CASC9 levels in HCT-116 and SW620 cells transfected with Antisense LNA GapmeRs targeting CASC9 (GapC9) or control GapmeRs (GapNC). (B) Relative CASC9 levels following biochemical fractionation of HCT-116 and SW620 cells transfected with siRNAs (left) or GapmeR (right). (C) Representative graphs of raw data for cell cycle analysis by flow cytometry (related to Fig. 2c). The data are presented as mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 by Student’s *t*-test.

Additional file 6: **Figure S5.** Knockdown or overexpression efficiency of CASC9 in stable CRC cell lines. (A) RT-qPCR analysis of relative CASC9 levels in HCT-116 and SW620 cells transduced with shCASC9 lentivirus (shC9–1 and shC9–2) or control lentivirus (shCON). (B) RT-qPCR analysis of relative CASC9 levels in HCT-116 and SW480 cells transduced with CASC9–202-overexpressing lentivirus (LV-C9–202) or control lentivirus (LEV). The data are presented as mean ± s.d. *P < 0.05, **P < 0.01, ****P < 0.0001 by Student’s *t*-test.

Additional file 7: **Figure S6.** Ectopic expression of CASC9–204 promotes proliferation of CRC cells in vitro*.* SW480 cells were transduced with CASC9–204-overexpressing lentivirus (LV-C9–204) or control lentivirus (LEV). (A) RT-qPCR analysis of relative CASC9 levels in LV-C9–204-SW480 cells. (B, C) Cell proliferation was determined by colony formation assay (B) and, at the indicated time points, by MTS assay (C). (D) Subcutaneous xenografts of SW480 cells transduced with LV-C9–204 or LEV (*n* = 5). Images of the tumors at autopsy from nude mice are presented (left), the tumor volumes were measured at the indicated time points (middle), and the average weight of the xenografted tumors was measured (right). The data are presented as mean ± s.d. **P < 0.01, ****P < 0.0001 by Student’s *t*-test (A, B, D) or two-way ANOVA (C, D).

Additional file 8: **Table S2.** Gene differential expression in HCT-116/GapC9 and HCT-116/GapNC cells.

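Table S2 lists 740 genes with the mean FPKM of each group, the fold change and the P value, 249 of them higher and 491 lower as the paper reports. All 740 were found in the deposited table, and for each the means equal those of the deposited FPKM. With limma on these values, 731 of them were tested and 618 (83.5%) met the same fold and unadjusted p in the same direction, 189 higher and 429 lower. The number called in the opposite direction was 0, and 411 genes called here are not in Table S2. Over all alternatives, the share of Table S2 genes called was between 60.4% and 84.1%, and with 1 library left out it was between 62.3% and 75.3%. An adjusted p under 0.05 was reached by 416 of the 740. The libraries of the groups overlapped for 123, and 51 (6.89%) were listed at 0 in at least 1 library, 43 of them with a group mean of 0. The list comes from the same 6 libraries, so the overlap is not independent evidence. The locus that joins SIRT7 and MAFG (SIRT7;MAFG), which Table S2 lists as lower, fell from 9.42 ± 3.36 to 4.00 ± 0.574 FPKM (SD, n = 3), a log2 fold change of −1.15 (standard error 0.31, limma adjusted p = 0.0819). Its FPKM was 5.55 in GapNC replicate 1, and without that library the log2 fold change was −1.49 (adjusted p = 0.0275). SIRT7 and MAFG cannot be separated in the joined locus.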

Additional file 9: **Figure S7.** Knockdown efficiency of CPSF3 was determined in HCT-116 and SW620 cells transfected with siRNA targeting CPSF3 (siCPSF3) or negative control (NC). (A) RT-qPCR analysis of relative CPSF3 mRNA levels. (B) Western blotting analysis of protein levels of CPSF3. The data are presented as mean ± s.d. *P < 0.05, **P < 0.01 by Student’s *t*-test.

Additional file 10: **Figure S8.** CPSF3 was upregulated in CRC tissues. (A, B) Scatter plot showing that the expression of CPSF3 was significantly upregulated in CRC tissues compared with levels in adjacent or non-adjacent normal colon tissues in the GSE44076 (A) and GSE103512 (B) datasets. (C, D, E, F) Correlations of CASC9 and TERT (C, left), of CPSF3 and TERT (C, right), of CASC9 and SMAD7 (D, left), of CPSF3 and SMAD7 (D, right), CASC9 and LRP6 (E, left), of CPSF3 and LRP6 (E, right), and CASC9 and CDC42 BPB (F, left), of CPSF3 and CDC42 BPB (F, right), expression in 155 human CRC tissues. Expression data for CASC9, CPSF3, SMAD7, TERT, LRP6, and CDC42 BPB were downloaded from the lncRNAtor database. The data are presented as mean ± s.d. ****P < 0.0001 by Wilcoxon signed-rank test or Mann-Whitney *U*-test.

Additional file 11: **Figure S9.** Schematic diagram of lncRNA CASC9 interacting with CPSF3 to co-regulate genes linked to TGF-β signaling and TERT complex function and its roles in CRC tumorigenesis.

## Data Availability

The datasets during and/or analyzed in the current study are available from the corresponding author on reasonable request.

## Abbreviations

ANOVA: Analysis of variance
ATCC: American type culture collection
CASC9: Cancer susceptibility candidate 9
CCAT1: Colon cancer-associated transcript-1
COAD: Colon adenocarcinoma
CPSF3: Cleavage and polyadenylation specificity factor subunit 3
CRC: Colorectal cancer
GO: Gene ontology
GSEA: Gene set enrichment analysis
lncRNA: Long non-coding RNA
MTS: 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium
PBS: Phosphate-buffered saline
PI: Propidium iodide
RIP assay: RNA immunoprecipitation assay
RT-qPCR: Reverse transcription quantitative PCR
s.d.: Standard deviation
siRNA: Small interfering RNA
TANRIC: The Atlas of Noncoding RNAs in Cancer
TCLA: The Cancer LncRNome Atlas

# Supplementary material for: LncRNA CASC9 interacts with CPSF3 to regulate TGF-β signaling in colorectal cancer
**Source:** J Exp Clin Cancer Res. 2019 Jun 11;38:249. doi: 10.1186/s13046-019-1263-3
**Supplement:** Supplementary file 1 — Table S1. Oligonucleotides used for RT-qPCR, plasmid construction, RNA pull-down, siRNA, and GapmeR.

| **Additional file 1: Table S1. Oligonucleotides used for RT-qPCR, plasmid construction, RNA pull-down, siRNA, and GapmeR.** | | |
| --- | --- | --- |
| **Name** | **Forward** | **Reverse** |
| **Oligonucleotides used for RT-qPCR** |  |  |
| CASC9-Total | 5’-TTGGTCAGCCACATTCATGGT-3’ | 5’-AGTGCCAATGACTCTCCAGC-3’ |
| CASC9‐201 | 5’-TCCTGGATGGTCTTGGTGTT-3’ | 5’-ACCATGAATGTGGCTGACCA-3’ |
| CASC9‐202 | 5’-GCTGTAGACCGGAGCTGTTC-3’ | 5’-ACACCATGAATGTGGCTGAC-3’ |
| CASC9‐203 | 5’-CAATCAGCGAGACTCCGTGG-3’ | 5’-CCATGAATGTGGCTGACCAA-3’ |
| CASC9‐204 | 5’-CATCTTGGCTCCTCCGAATGTG-3’ | 5’-TCTTGCCAGGTGTTGTTCTGC-3’ |
| CPSF3 | 5’-GCACGTTTACAGCAAGAGGTTGG-3’ | 5’-AAGGTTGGCAGTTTTCCCGTCC-3’ |
| HOXC5 | 5’-GACCAAACTGCACATGAGCCAC-3’ | 5’-GTTGTTGGCGATCTCTATGCGC-3’ |
| TERT | 5’-CCGATTGTGAACATGGACTACG-3’ | 5’-CACGCTGAACAGTGCCTTC-3’ |
| LRP6 | 5’-CAGTTGGAGTGGTGCTGAAAGG-3’ | 5’-CCATCCAAAGCAGCCCGTTCAA-3’ |
| HMGA2 | 5’-GAAGCCACTGGAGAAAAACGGC-3’ | 5’-GGCAGACTCTTGTGAGGATGTC-3’ |
| CDC42 | 5’-TGACAGATTACGACCGCTGAGTT-3’ | 5’-GGAGTCTTTGGACAGTGGTGAG-3’ |
| SKI | 5’-CCTTCCGAAAAGGACAAGCCGT-3’ | 5’-GCTCTTTCTCACTCGCTGACAC-3’ |
| SIRT7 | 5’-TGGAGTGTGGACACTGCTTCAG-3’ | 5’-CCGTCACAGTTCTGAGACACCA-3’ |
| CDC42BPB | 5’-GCATCGGAACAGCCTACAAAGG-3’ | 5’-AGACTTGGCTCGCAATGACACC-3’ |
| SMAD7 | 5’-TGTCCAGATGCTGTGCCTTCCT-3’ | 5’-CTCGTCTTCTCCTCCCAGTATG-3’ |
| SKIL | 5’-GCAGGAAGGTGACCATGTTTCTC-3’ | 5’-TACTTGCCTCTGTCTTTGTGAGC-3’ |
| SMG6 | 5’-GATGGTCTTGCCATTCGCAGCA-3’ | 5’-TCGCTGTATCACTGGCTTGCTC-3’ |
| β-actin | 5’-GAGCTACGAGCTGCCTGACG-3’ | 5’-GTAGTTTCGTGGATGCCACAG-3’ |
| GAPDH | 5’-ACCCACTCCTCCACCTTTG-3’ | 5’-CACCACCCTGTTGCTGTAG-3’ |
| NEAT1 | 5’-GCTGGACCTTTCATGTAACGGG-3’ | 5’-TGAACTCTGCCGGTACAGGGAA-3’ |
| **Oligonucleotides used for plasmid construction** | |  |
| LV-CASC9-202 | 5’-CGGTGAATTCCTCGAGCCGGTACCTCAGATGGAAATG-3’ | 5’-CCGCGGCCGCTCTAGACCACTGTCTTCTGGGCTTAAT-3’ |
| LV-CASC9-204 | 5’-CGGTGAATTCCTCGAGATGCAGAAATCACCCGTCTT-3’ | 5’-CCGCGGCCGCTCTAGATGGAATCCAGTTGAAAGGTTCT-3’ |
| shCASC9-1 | 5’-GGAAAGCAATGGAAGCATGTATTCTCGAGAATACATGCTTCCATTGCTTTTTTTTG-3’ | 5’-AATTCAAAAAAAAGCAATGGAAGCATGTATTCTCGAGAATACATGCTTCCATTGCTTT-3’ |
| shCASC9-2 | 5’-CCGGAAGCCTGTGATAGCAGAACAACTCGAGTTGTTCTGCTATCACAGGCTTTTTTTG-3’ | 5’-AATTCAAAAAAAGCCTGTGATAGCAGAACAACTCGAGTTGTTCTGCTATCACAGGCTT-3’ |
| **Oligonucleotides used for RNA pull-down** | |  |
| CASC9-202 | 5’-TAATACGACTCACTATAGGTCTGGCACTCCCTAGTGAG-3’ | 5’-TAGCATTTCTGTTAACTTGGGGT-3’ |
| Anti-CASC9-202 | 5’-GTCTGGCACTCCCTAGTGAG-3’ | 5’-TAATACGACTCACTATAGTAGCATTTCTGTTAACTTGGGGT-3’ |
| CASC9-204 | 5’-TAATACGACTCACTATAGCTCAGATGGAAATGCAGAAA-3’ | 5’-TGACATATTAAAGTTGGAATCC-3’ |
| Anti-CASC9-204 | 5’-CTCAGATGGAAATGCAGAAA-3’ | 5’-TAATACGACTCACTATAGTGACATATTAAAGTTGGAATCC-3’ |
| **Oligonucleotides used for siRNA** |  |  |
| siCASC9-1 | 5’-CAGCAAAGCAAUGGAAGCAUGUAUU-3’ | 5’-AAUACAUGCUUCCAUUGCUUUGCUG-3’ |
| siCASC9-2 | 5’-GCCUGUGAUAGCAGAACAATT-3’ | 5’-UUGUUCUGCUAUCACAGGCTT-3’ |
| siCPSF3 | 5’-GCAGACGACAUGCUGUAUATT-3’ | 5’-UAUACAGCAUGUCGUCUGCTT-3’ |
| siCON | 5’-UUCUCCGAACGUGUCACGUTT-3’ | 5’-ACGUGACACGUUCGGAGAATT-3’ |
| **Oligonucleotides used for GapmeR ("*" indicated the phosphorothioate backbone modifications. The position of the LNA modifications is not shown.)** | | |
| GapmeR NC | 5’-G*C*T*C*C*C*T*T*C*A*A*T*C*C*A*A-3’ | Negative control B Cat.no. 339515 LG00000001-DDA (QIAGEN) |
| GapmeR CASC9 | 5’-G*G*C*T*G*A*C*C*A*A*T*C*A*C*T*T-3’ | Cat.no. 339511 LG00201872-DDA (QIAGEN) |

How the deposited data were processed for this re-analysis (not part of the article)

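RNA-seq of HCT-116 cells was re-examined, with 3 libraries transfected with the control GapmeR (GapNC) and 3 with the CASC9 GapmeR (GapC9), at 10 nM. The condition and replicate of each library were taken from the sample records and the paper, and the columns of the table from their names, with 0 columns left unused. The authors aligned the reads with HISAT and deposited FPKM values that StringTie had computed, in 1 table of 27918 genes and loci with annotation columns. FPKM divides fragments by transcript length and by the mapped fragments of the library, so a rise in abundant RNAs lowers the values of all others. The assembly behind it can join neighboring genes, or list a gene at 0 in one library and not in another. At least 1 library was listed at 0 for 11139 genes and loci, including 1136 of those tested. The authors' own calls came from edgeR, which was not rerun because the table holds no counts. The paper's text does not say whether the strand of the reads was used.

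The values were used as deposited. In R 4.3.3, limma 3.58.1 was fitted (lmFit and eBayes with a mean-variance trend) to log2(FPKM + 0.1) of the 16028 genes and loci with a mean of at least 0.1 FPKM, with all 6 libraries in one fit and Benjamini-Hochberg adjustment. Calls followed the paper's thresholds, a ratio of mean FPKM of at least 2 or at most 0.5 and an unadjusted p under 0.05. Standard errors come from limma and SDs from the 3 FPKM values of a group. Gene lists were tested with camera (preset correlation 0.01, with the trend of the fit), fry and fgsea 1.28.0 (10000 permutations), and for excess called genes with Fisher's exact test. Tables were read with data.table 1.17.8, and annotation and figures were handled in Python 3.11.15. Gene length, exons and GC content came from the GENCODE annotation of GRCh38, matched through the Ensembl transcripts listed in the table for 15909 (99.3%) of the genes and loci tested. The GapmeR sequences of Table S1 were searched in its spliced transcripts only, because no genome sequence was used here.

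The libraries hold about 22.8 to 24.4 M (mega) fragments if the commonest step between low FPKM values is 1 fragment. Without counts, no counting error can be given for single values, and genes near the filter are the least precise.

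The sample map, the main test, its filter and pseudocount, the gene lists, the rule for naming genes and all alternatives but 3 were set before the data were examined. The rule names every gene the paper names beside its RNA-seq, RT-qPCR or partner proteins, the 5 largest rises and the 5 largest falls past an adjusted p of 0.05 with at least 1 FPKM in both groups, no 0 and no overlap of the groups, and allows members of the pathway lists to be named only where they pass the adjusted threshold or are in Table S2. Many of these members are given only in the counts of their list and are not reported here one by one. The lists were written by hand because the KEGG, BioCarta and GO collections used by the paper were not used here. They cover TGF-β signaling, Wnt signaling, the telomerase holoenzyme, TGF-β core, Wnt/LRP6 core, telomerase catalytic core, cell proliferation, apoptosis, p53 targets, interferon response and replication-dependent histones. Sets made from the KEGG and GO columns of the deposited table were an alternative.

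The alternatives were other pseudocounts (1 and 0.01), other filters (at least 1 FPKM, no filter, no gene listed at 0), median scaling, quantile normalization, limma without trend or with robust variances, a replicate block, each library left out, the fitted fold change, an equal-variance test per gene, and other set tests and backgrounds. The 3 chosen after the values were seen were a GC correction (lowess, span 0.3), camera without the variance trend, and fgsea on an average fold-change rank like the one named in Fig. 5c.

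The method was tested on simulated data with 15645 genes, of which 200 were changed. At an adjusted p under 0.05 it recovered 186 of the 200 (93%) and called 9 unchanged genes. At the fold and unadjusted p it recovered 197 (98.5%). Every changed gene had the same size of log2 change, larger than that of any gene the paper names. All had a mean of at least 1 FPKM in both groups. Noise was drawn independently for each gene, and this run had no GC trend. The recovery therefore does not give the power for smaller changes or for genes near the filter. The median error of the fitted log2 change was 0.12. A GC trend added to 1 simulated library gave a correlation of −0.586 across genes, and −0.0040 after the correction.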

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

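All tests of explanations in this part were chosen after the result was seen. The hand-written list of p53 target genes, which the paper does not discuss, was higher in the libraries labelled GapC9. Of its 27 loci tested, 19 were higher and 8 lower, with a median log2 fold change of 0.47 (limma's camera, two-sided, adjusted p = 0.000741). Adjusted over the list alone, 6 loci were higher and 0 lower, against 4 and 0 over all genes tested. At an unadjusted p under 0.05, 11 were higher and 2 lower. The 4 loci past the adjustment over all genes were CDKN1A (0.74, from 88.4 ± 6.87 to 148 ± 5.07 FPKM, SD, n = 3, limma adjusted p = 0.0175), TP53INP1 (1.13, adjusted p = 0.0260), SESN1 (0.79, adjusted p = 0.0314) and the joined locus PGPEP1;GDF15 (0.79, adjusted p = 0.0477). With 1 library left out, TP53INP1 passed only without GapNC replicate 1 (0.0349), CDKN1A only without GapNC replicate 1 (0.0234), and SESN1 and PGPEP1;GDF15 in none of the 6 fits. CDKN1A and SESN1 overlap antisense genes, and GDF15 cannot be separated from PGPEP1. The table of the paper's calls (Table S2) lists 2 of the loci, and BAX, BBC3, FAS and TNFRSF10B are also on the apoptosis list. The fgsea score was 2.27 (adjusted p = 0.00192), and under fry the adjusted p was 0.00687. Some members varied between libraries of one group, such as BTG2 (0.245, 9.42 and 9.45 FPKM in GapNC, 17.7, 18.9 and 0.145 in GapC9).

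The tables argue against several technical explanations. After the GC correction the list's camera adjusted p was 0.000896, after median scaling it was 0.00106, and with each library left out in turn it was at most 0.00308, with medians of 0.39 to 0.50. Over all alternatives it lay between 0.000178 and 0.199. The highest value came from the inter-gene correlation estimated from the data (0.199), so that variation shared by the list's members may account for the shift and cannot be told apart from an effect of the GapmeR with 6 libraries. Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave a camera p as small, and a share under 0.1 is not possible. In 6 of the 10 splits, the real one included, the camera p was under 0.05, with 0.0126 as the lowest of the other splits. An effect of CASC9 loss, and a response to this GapmeR that does not depend on CASC9, both stay open, since 1 sequence was used in each group and neither was tested.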

How the results depend on the processing

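The GC correction, camera without the variance trend and fgsea on the average fold-change rank were chosen after the values were seen. Unless a value shows it, the cause of a change given here was not tested.

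The number of genes past a threshold depended on the filter, on scaling and on single libraries. With a mean of at least 1 FPKM, which leaves fewer genes to test, 116 genes were higher and 380 lower at fold 2 and unadjusted p. With no filter, which tests 27918 genes and loci, 555 were higher and 983 lower, and the adjusted counts were 146 higher and 346 lower. The adjusted lower count was 517 after median scaling and 516 after quantile normalization, against 817 as deposited. After the GC correction, the lower count was 414, and the adjusted counts were 1089 higher and 1228 lower. Across the 6 fits that each left out 1 library, the adjusted counts were 16 to 240 higher and 16 to 570 lower, each at its highest without GapNC replicate 1. The Table S2 share stayed on the same side in all 19 alternatives.

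CASC9 had a difference of mean log2 values of 0.50, which was 0.068 with pseudocount 1 and 1.71 with pseudocount 0.01. It lies at the limit of the depth, does not list the transcripts of 731 and 557 bases, and its direction rests on values of up to 0.107 FPKM.

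The telomerase holoenzyme list kept its direction in all 24 alternatives and passed an adjusted p of 0.05 in 12, among them fry and both forms of fgsea, which are not camera. With the filter at 1 FPKM, median scaling, the GC correction or without GapNC replicate 1, fgsea no longer called this list. Its median of −0.38 no longer passed with the estimated correlation (adjusted p = 0.324), with members of at least 1 FPKM (0.0712), with the filter at 1 FPKM (0.129), without the variance trend in camera or in limma (0.0552 each) and under the replicate block (0.0706). It was −0.079 with sets from the annotation columns (0.105), −0.28 after median scaling (0.0530) and −0.19 after the GC correction (0.0896). Across the 6 fits that each left out 1 library it was −0.42 to −0.25, past the threshold in 3 of them. The p53 list (0.47) failed with the estimated correlation (0.199). The TGF-β list (−0.096) passed under fry (0.0212), where the adjusted p over its alternatives was 0.0212 to 0.998, and its median was 0.0010 after median scaling and 0.0026 after the GC correction. The Wnt list (−0.18) passed under fry (0.00687) and on the average fold-change rank (0.0313), in a range of 0.00687 to 0.490 with 1 choice changed at a time. With fgsea and no filter together its adjusted p was 0.00436, and with the average fold-change rank and sets from the annotation columns together it was 0.00621. The apoptosis median was −0.098 with sets from the annotation columns and −0.020 to 0.12 across the fits without 1 library. The histone median was −0.027 with members or all genes of at least 1 FPKM and with genes listed at 0 left out, and −0.079 to 0.25 without 1 library. After the GC correction the TGF-β core median was 0.034 and that of the interferon response list 0.0098, the latter −0.23 to 0.077 without 1 library. In the enrichment test, the telomerase catalytic core passed with 2 of 2 genes from the annotation columns, and had 2 to 3 called genes without 1 library. The TGF-β core had 3 to 5.

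Among genes, those that reversed had differences near 0. NEAT1;NEAT1_1 was 0.016 with pseudocount 1 and −0.91 to 0.33 without 1 library. GAPDH was 0.073 after median scaling, 0.21 after the GC correction and −0.11 to 0.078 without 1 library. SMAD3 was 0.10 after median scaling, 0.045 after quantile normalization, 0.10 after the GC correction and −0.080 to 0.11 without 1 library. The GapmeR match C15orf59 was 0.088 after the GC correction and −0.29 to 0.11 without 1 library. Of 60 results for single genes and smaller lists, 19 became weaker with no filter, 7 in limma without trend, 6 after median scaling (2 more reversed), 6 after quantile normalization (1 more reversed), 1 with each other pseudocount, and 0 with genes listed at 0 left out or with robust variances. After the GC correction 1 became weaker, 1 stronger and 3 reversed. With 1 library left out, 15 became weaker without GapNC replicate 1 and 35 to 40 without any 1 of the others.

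Pairing by replicate number was not established. Deviations from the group mean correlated across genes at 0.113, 0.0362 and 0.0332 between libraries sharing a number, against −0.119 to 0.0867 for other pairs. With the replicate block, 0 genes were higher and 0 lower at an adjusted p under 0.05 (smallest 0.0608), 4570 genes had an unadjusted p under 0.05, and 328 were higher and 672 lower at fold 2. Of the 60 results, 42 lost the adjusted threshold under the block.

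Count tests were not run, because the table holds no counts. GapmeR matches in gene bodies were not searched without a genome sequence, and no set test was run on the matches, since 1 gene besides CASC9 matched.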

Differences from the paper's values

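The normalized enrichment score of TGF-β signaling was −1.02, where the paper's is about −1.8 in Fig. 5c, read by eye. That of Wnt signaling was −1.30, where the paper's is about −2.6 in Fig. 5c, read by eye. Over the alternatives set before the data were examined, the scores ranged from −1.21 to −0.77 and from −1.64 to −1.04, and none closed either gap. Fgsea on an average fold-change rank, a setting chosen after seeing the values, gave −1.04 and −1.43 with the hand-written lists and −0.96 and −1.57 with sets from the annotation columns, and did not close them. The gene sets of the paper were not used here.

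The paper's 249 higher and 491 lower genes compare with 336 and 693 here. With the fold taken from the fitted log2 fold change, set before the data were examined, 246 genes were higher and 488 lower. Under that setting 69.9% of the Table S2 genes were called in the paper's direction, against 83.5% with the ratio of mean FPKM.

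The paper reports that the GapmeR lowers CASC9 in HCT-116 cells. In the deposited table the CASC9 locus, which lists 2 of the 4 transcripts and not the variants that the paper reports as most abundant, was not lower in the libraries labelled GapC9 (exact two-sided permutation p = 0.4).

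The paper names cell proliferation and apoptosis as enriched among its genes. The adjusted p of Fisher's exact test was 0.934 and 0.556 here, and no alternative brought either under 0.05. That test used hand-written lists and the 1029 genes called here, and was not run on the paper's 740. The proliferation list shared 11 loci with the 337 that the GO columns give, and the apoptosis list 37 with 614. With camera, the proliferation list did not pass, and fry was the setting that called it (adjusted p = 0.0273). The paper ranks TGF-β and Wnt/LRP6 signaling as its most enriched pathways. Here the adjusted p of Fisher's exact test was 0.0904 and 0.556. The TGF-β core passed without GapC9 replicate 1 (adjusted p = 0.0302), and no setting brought the Wnt/LRP6 core under 0.05 in that test, while camera did (adjusted p = 0.0199). The paper also names the telomerase catalytic core. The enrichment of the telomerase catalytic core list had an adjusted p of 0.0904, and this was 0.0124 with sets from the annotation columns, 0.0180 without GapNC replicate 3 and 0.0168 without GapC9 replicate 1.

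The paper shows negative enrichment for TGF-β and Wnt signaling. Camera did not call either list (adjusted p = 0.893 and 0.253), whereas fry called both (0.0212 and 0.00687). For Wnt signaling, fgsea with no filter (0.00436) and fgsea on the average fold-change rank, chosen after seeing the values (0.0313, or 0.00621 with sets from the annotation columns), did too.

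Table S2 lists SKI, HOXC5 and SIRT7;MAFG. All 3 met the paper's thresholds here, but their limma adjusted p was 0.0992, 0.110 and 0.0819. SIRT7;MAFG passed without GapNC replicate 1 (0.0275), and no setting brought the adjusted p of SKI or HOXC5 under 0.05.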

Other observations

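The tests of explanations in this part, the counts over splits of the libraries included, were chosen after the results were seen.

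More genes were called lower than higher in the libraries labelled GapC9 (67.3% of 1029 calls). After median scaling 51.9% were lower, and after the GC correction 47.2%, so the excess of lower calls may come from scaling or from the GC trend between the libraries. Among genes with a mean of at least 1 FPKM, log2 fold change and transcript length had a Spearman correlation of −0.0232. This argues against gene length as the cause for those genes. Calls with a lower mean were not part of that test. Of the 1120 genes at an adjusted p under 0.05, 819 were also past it after median scaling and 1046 after the GC correction. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes at fold 2 and unadjusted p, and 1 as many at adjusted p, in both cases the real split. The next highest split gave 331 genes and 19 genes. With 10 splits a share under 0.1 is not possible.

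Fold changes fell with GC content, from a median log2 fold change of 0.16 in the lowest decile to −0.36 in the highest. Genes called lower had a median GC content of 52.8%, genes called higher 47.1% and all other tested genes 48.8%. A trend was present within groups too, with a Spearman correlation across genes of 0.623 for GapNC replicate 1 against replicate 2, −0.155 for GapNC replicate 3 against replicate 2 and −0.442 for GapC9 replicate 3 against replicate 1. As many as 7 of the 10 splits, the real one included, gave a correlation as large in size as the real one. Without GapNC replicate 1 the correlation was −0.149, down from −0.336, so that library may carry much of it, but its bias and a group difference cannot be told apart with the remaining libraries. After the correction the correlation was −0.0409.

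The GC trend bears on the lists unequally. The telomerase holoenzyme list had a camera adjusted p of 0.0896 after the GC correction, so the trend may account for that list's call. The telomerase catalytic core kept an adjusted p of 0.0161, and all 9 genes named in the paper that passed the limma adjusted threshold, TGFB2, SMAD7, SKIL, TERT, LRP6, HMGA2, CDC42, CDC42BPB and SMG6, still passed it after the correction, which argues against the trend as their whole cause. Over other settings these calls were lost more often, as for TGFB2 with pseudocount 0.01 (adjusted p = 0.0538), median scaling (0.0562), quantile normalization (0.0556) and no filter (0.0797), in a range of 0.0281 to 0.132. Over the 10 splits of the libraries, 8 gave a camera p as small as the real one for the TGF-β signaling list, 1 for the Wnt list and 1 for the telomerase holoenzyme list. An effect of the CASC9 GapmeR stays open for these genes.

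Expression switched between 0 in one library and more than 3 FPKM in another for 176 loci, of which 13 were called and 19 are in Table S2. Examples chosen after their values were seen are NORAD (0, 0 and 53.3 FPKM in GapNC, 0 in every GapC9 library), RHOB (41.7, 33.9 and 0 in GapNC, 34.5, 36.8 and 0 in GapC9) and PRMT6 (0, 0 and 8.02 in GapNC, 5.91, 0 and 6.11 in GapC9). Of the 149 switching loci with annotation (84.7%), 139 (93.3%) were single-exon genes. Of 9948 annotated loci that did not switch, which are not all such loci, 176 (1.77%) were. This is in line with single-exon genes being left out of the assembly of some libraries. For 162 of the 176 (92.0%), a 0 and a value above 3 FPKM occurred within one group, which argues against an effect of the GapmeR for the set.

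CASC9 was not lower in the libraries labelled GapC9. Swapped group labels are one way to obtain this. For 9 of 9 genes of the RT-qPCR in Fig. 5d, whose direction in HCT-116 cells was read from the figure, the direction here was the same as the paper's. This does not exclude a swap, since the paper followed these genes after its RNA-seq calls on the same libraries, all 9 are in Table S2, and RT-qPCR on the same RNA would share a swap made before sequencing. Swapped and correct labels cannot be told apart from these values alone. The paper has other evidence that does not rest on the labels of these libraries. It reports that most of the genes moved likewise in SW620 cells, with SMAD7 and HOXC5 as exceptions. It also reports less TGFβ2 protein after CASC9 knockdown and more after ectopic CASC9 expression. These reports go with the labels as given and were not re-examined here. The CASC9 locus does not list the transcripts of 731 and 557 bases, the variants that the paper reports as most abundant, so its values may not measure them. Every annotated transcript holds the GapmeR target at the same genome position. Fragments of the unlisted transcripts may therefore have been counted in part, which was not tested. For the transcripts it does list, at 0 to 0.107 FPKM, a fall was not detectable at this depth. Whether the GapmeR lowered CASC9 in these libraries stays open.

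C15orf59 (INSYN1), the gene with 1 mismatch to the CASC9 GapmeR, had 0.354 ± 0.0545 FPKM in GapNC and 0.325 ± 0.116 in GapC9 (SD, n = 3), a log2 fold change of −0.13 (limma adjusted p = 0.802, exact two-sided permutation p = 0.8). Without GapC9 replicate 2 the log2 fold change of C15orf59 was 0.11.

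CPSF3, the protein that the paper finds bound to CASC9, had 18.6 ± 2.20 FPKM in GapNC and 15.1 ± 0.925 in GapC9 (SD, n = 3), a log2 fold change of −0.29 (limma adjusted p = 0.197). EIF4A3 (−0.12), ACTB (0.13), GAPDH (−0.031) and NEAT1;NEAT1_1 (−0.13) did not pass the adjusted threshold (limma adjusted p = 0.533, 0.565, 0.900 and 0.931). After the GC correction ACTB, the reference gene of the RT-qPCR, did pass it, with a log2 fold change of 0.31 (limma adjusted p = 0.0398, in a range of 0.0398 to 0.926 over its alternatives). The sign of GAPDH changed without GapNC replicate 1 (0.078) and without GapC9 replicate 3 (0.026). That of NEAT1;NEAT1_1 changed without GapNC replicate 2 (0.22), GapC9 replicate 1 (0.33) or GapC9 replicate 3 (0.18).

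The interferon response list had 16 loci tested and a median log2 fold change of −0.13 (camera adjusted p = 0.947), or 0.077 without GapNC replicate 1. Adjusted over the list alone, 0 of its loci passed, and at an unadjusted p under 0.05, 2 were higher and 2 lower. The replication-dependent histone list had 16 loci tested and a median of 0.16 (camera adjusted p = 0.453), with 0 higher and 1 lower adjusted over the list alone and 1 higher and 1 lower at an unadjusted p under 0.05. Its median was −0.079 without GapNC replicate 2 and −0.068 without GapC9 replicate 1. Most histone mRNAs lack a poly(A) tail, which limits what poly(A) libraries show of them.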
